# Deciphering Risperidone-Induced Lipogenesis by Network Pharmacology and Molecular Validation

**DOI:** 10.3389/fpsyt.2022.870742

**Published:** 2022-04-18

**Authors:** Yun Fu, Ke Yang, Yepei Huang, Yuan Zhang, Shen Li, Wei-Dong Li

**Keywords:** risperidone, lipogenesis, network pharmacology, molecular docking, lipolysis, beta oxidation

## Abstract

**Background:**

Risperidone is an atypical antipsychotic that can cause substantial weight gain. The pharmacological targets and molecular mechanisms related to risperidone-induced lipogenesis (RIL) remain to be elucidated. Therefore, network pharmacology and further experimental validation were undertaken to explore the action mechanisms of RIL.

**Methods:**

RILs were systematically analyzed by integrating multiple databases through integrated network pharmacology, transcriptomics, molecular docking, and molecular experiment analysis. The potential signaling pathways for RIL were identified and experimentally validated using gene ontology (GO) enrichment and Kyoto encyclopedia of genes and genomes (KEGG) analysis.

**Results:**

Risperidone promotes adipocyte differentiation and lipid accumulation through Oil Red O staining and reverse transcription-polymerase chain reaction (RT-PCR). After network pharmacology and GO analysis, risperidone was found to influence cellular metabolism. In addition, risperidone influences adipocyte metabolism, differentiation, and lipid accumulation-related functions through transcriptome analysis. Intersecting analysis, molecular docking, and pathway validation analysis showed that risperidone influences the adipocytokine signaling pathway by targeting MAPK14 (mitogen-activated protein kinase 14), MAPK8 (mitogen-activated protein kinase 8), and RXRA (retinoic acid receptor RXR-alpha), thereby inhibiting long-chain fatty acid β-oxidation by decreasing STAT3 (signal transducer and activator of transcription 3) expression and phosphorylation.

**Conclusion:**

Risperidone increases adipocyte lipid accumulation by plausibly inhibiting long-chain fatty acid β-oxidation through targeting MAPK14 and MAPK8.

## Introduction

Antipsychotic drugs are the cornerstone of the current treatment of schizophrenia. In addition, antipsychotics can be used to treat other mental disorders, including bipolar disorder, autism spectrum disorder, obsessive-compulsive disorder, and dementia (1–3). Compared with first-generation antipsychotics (FGAs), second-generation antipsychotics (SGAs) have shown better improvements in adherence, cognitive function, negative symptoms, and dyskinesia, making them first-line clinical agents (4). However, the administration of SGA could generate several reported adverse effects, such as weight gain, obesity, metabolic disturbances, and hepatic and renal dysfunctions (5–7). These side effects are high-risk factors for diabetes, cardiovascular disease, and cerebrovascular disease (8–10), leading to poor treatment compliance.

Unlike other SGAs, such as clozapine and olanzapine, risperidone is a derivative of benzisoxazole with multiple receptor antagonist properties, making it more effective against negative symptoms and more beneficial on both affective symptoms and cognitive impairments (11). Risperidone-induced weight gain is associated with a number of factors, including gene polymorphisms (12–14), exercise (15–17), peripheral molecules (18), and hyperphagia caused by regulating the expression of melanocortin-4 receptor (MC4R), neuropeptide Y (NPY), and agouti-related peptide (AgRP) (19–21). It is also related to increased adiponectin (APN) expression associated with adipocyte differentiation, as well as the expression of adipogenic genes such as peroxisome proliferator-activated receptor (*PPAR)* (22, 23). Risperidone upregulates fatty acid synthase (FASN) and sterol regulatory element-binding protein 1 (SREBP1) expression in hepatocyte cultures and mouse liver by targeting the hepatic SREBP-1c/FASN couple, which is also one of the mechanisms by which risperidone induces weight gain (24). Interestingly, some studies have linked risperidone-induced weight gain with lipolysis and considered that risperidone increases lipid accumulation by altering lipolysis (25). Risperidone inhibits leptin-mediated phosphorylation of STAT3-Y705, leading to weight gain (26). Our previous work and other studies have observed that risperidone promotes lipid accumulation (24, 27). However, no studies have comprehensively explained the drug targets and molecular mechanisms.

Network pharmacology is commonly used to predict drug-binding targets to explore the mechanisms of drug action and the induction of drug side effects (28, 29). In contrast to traditional molecular mechanistic studies, network pharmacology provides systems-level insights into drug-disease interactions due to its “multi-gene, multi-target” nature. Providing a detailed drug-target-pathway network helps to assess the rationality and compatibility of drugs. At present, it has been widely used in the study of drug mechanisms for the treatment of Alzheimer's disease, anxiety, and other mental diseases (30, 31).

To the best of our knowledge, no study has clarified the mechanisms of risperidone-induced weight gain using network pharmacology and molecular docking. Here, in combination with transcriptomic sequencing, network pharmacological target analysis, and molecular mechanisms, we aimed to investigate the possible mechanisms of risperidone-induced lipid accumulation through the fatty acid β-oxidation pathway from the perspective of lipid decomposition, which may provide a new understanding and strategy for risperidone-induced weight gain. A detailed schematic diagram of the workflow of this study is shown in Figure 1.

**Figure 1:**
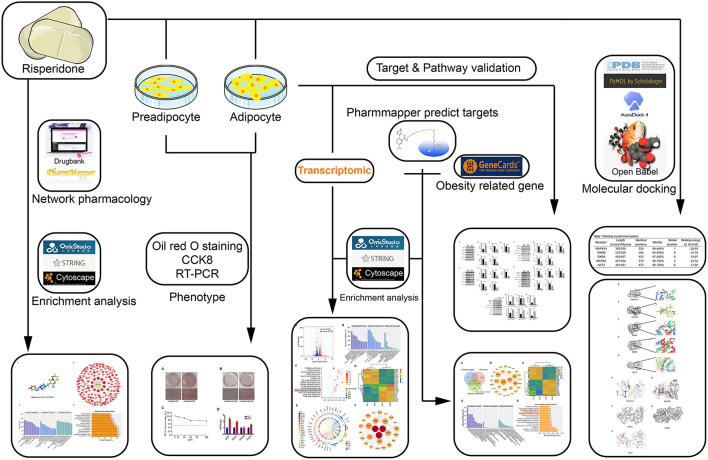
Schematic of the workflow.

## Materials and Methods

### Cell Culture and Treatment

3T3-L1 embryonic fibroblasts (purchased from BeNa Culture Collection, China) and adipose tissue mesenchymal stem cells (AMSCs) [isolated as previously described by Liu et al. (32)] are commonly used models to study adipocyte differentiation *in vitro* for performing this experiment. Briefly, inguinal adipose tissue dissected from 6-week-old mice (C57BL/6J) was washed three times in PBS containing 2% of penicillin-streptomycin (Cat# 15070063, GIBCO, California, USA) and cut into fragments. Then, the fragments were digested into single cells using collagenase 1 (Cat# A004194, Sangon Biotech, China) for 1 h and finally cultured for ~4 days in Dulbecco's Modified Eagle Medium (DMEM, Cat# SH30022.01, HyClone, Utah, USA) containing 20% of fetal bovine serum (Cat# 11011-8611, EveryGreen, China), 1% of l-glutamine (Cat# 56-8-59, Sigma, Missouri, USA), and 1% of penicillin-streptomycin. AMSC and 3T3-L1 cells were cultured with DMEM containing 10% of fetal bovine serum (FBS) and 1% of penicillin-streptomycin at 37°C in 5% of CO_2_.

Preadipocyte 3T3-L1 cells and AMSCs were differentiated as previously described by Hilgendorf et al. (33). Briefly, AMSC and 3T3L1 cells were sequentially treated with MDI (0.5 mM isobutyl-methylxanthine (Cat# I8450, Solarbio, China), 1 μM of dexamethasone (Cat# D8040, Solarbio, China), and 10 ng/L of insulin (Cat# 11070-73-8, Sigma, Missouri, USA) for 2 days, 10 ng/L of insulin for another 2 days, and 2.5 ng/L of insulin for the last 2 days. For drug treatment, differentiated cells were treated with dimethyl sulfoxide (DMSO, Cat# D8370, Solarbio, China) and risperidone (Cat# HY-11018, MCE, China) for 48 h. In addition, we used undifferentiated cells treated with the same drugs as differentiated cells to explore the effect of risperidone on differentiation.

### Cell Viability Assay

The effect of risperidone on cell viability in 3T3-L1 preadipocytes was assessed using a Cell Counting Kit-8 (CCK-8, Cat# BS350B, Biosharp, China). Briefly, 5,000 cells were seeded in a 96-well plate overnight and treated with gradient concentrations (0, 10, 30, 50, 70, and 100 μM) of risperidone for 48 h. Then, 10 μl of CCK-8 solution was added to each well and incubated for 1–4 h. The results were measured by a microplate reader (MULTISCKAN GO, Thermo Fisher Scientific, Rockford, IL, USA) under a 450-nm extraction laser. Each set contained three replicates.

### Oil Red O Staining

The Oil Red O (ORO, Cat# O0625, Sigma, Missouri, America) solution was prepared by dissolving 0.3 g of ORO powder in 60 ml of isopropanol and diluting with 40 ml of distilled water. Before staining, the solution was filtered through a filter to obtain a clear solution. The cells were carefully washed twice with PBS and fixed with 4% of paraformaldehyde for 20 min. Then, the cells were rinsed with PBS and stained with ORO solution for 20 min at room temperature (RT). Finally, the cells were washed 2–5 times with distilled water until there was no excess ORO staining solution. The cells were observed and photographed under an Olympus IX71 inverted microscope (Olympus, Japan).

### cDNA Synthesis and qRT-PCR Analysis

Total RNA from control and risperidone-treated adipocytes was extracted with TRIzol reagent (Cat# 260802, Life, New York, USA) according to the instructions. RNA quality and concentration were measured using a microplate reader at 260/280 nm. Total RNA (1 μg) from each sample was reverse transcribed into complementary cDNA using a cDNA Synthesis Kit (Cat# B24408, Bimake, China). After synthesis, cDNA was diluted 10 times and subjected to qRT-PCR amplification using an SYBR Green Real-Time PCR Master Mix (Cat# B21703, Bimake, China) and gene-specific primer pairs (Adiponectin: Forward: GGACTCTACTACTTCTCTTACC and Reverse: CAGATGGAGGAGCACAGA; RAC1: Forward: TGTAGCCGTATTCATTGTCA and Reverse: GTCGCACTTCAGGATACC; PPARg: Forward: TTATGGGTGAAACTCTGGGA and Reverse: AATCAACTGTGGTAAAGGGC; and FASN: Forward: GCCCGGTAGCTCTGGGTGTA and Reverse: TGCTCCCAGCTGCAGGC). The mRNA expression was normalized to 18S rRNA and analyzed using the 2^−Δ*ΔCt*^ method.

### Transcriptome Sequencing and Analysis

Two replicated transcriptome libraries were prepared from DMSO- and RIS-treated differentiated 3T3-L1 cells. A total of four libraries were sequenced using the MGISEQ-2000 sequencer (BGI, Shenzhen, China). For each RNA sample, cells were collected from three replicates and pooled after RNA extraction. Raw sequencing reads were cleaned by removing adaptor sequences, reads containing poly-N sequences, and low-quality reads. After mapping the data, normalization was performed, and fragments per kilobase million (FPKM) mapped reads were calculated using the DC.TOM platform. Raw RNA sequencing data were deposited at the GEO repository (GSE198053, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198053). The significance levels of terms and pathways were corrected with a rigorous threshold by Bonferroni, shown as the Q value (≤ 0.05).

### Network Pharmacology

The structure of risperidone (Drug Bank ID: DB00734) was downloaded from DrugBank (https://go.drugbank.com/) in PDB format and converted to mol2 format using Open Babel 2.4.1 software. The potential targets of risperidone were predicted by PharmMapper (http://www.lilab-ecust.cn/pharmmapper/) using the Human Protein Targets Database (34).

### The Construction of Visualization Networks

The obesity-related genes were obtained from the GeneCards database (https://www.genecards.org/) by the keyword “obesity.” The cross-targets of risperidone-, transcriptome-, and obesity-related genes were queried in the STRING database (version 11.0) to obtain the interaction network (confidence ≥0.4) and the enrichment results of high-confidence candidates using Cytoscape 3.9.1 software for visual optimization of the protein-protein interaction (PPI) results. In addition, the gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) enrichments were visualized using OmicStudio (https://www.omicstudio.cn/tool), supported by the R language.

### Molecular Docking

The binding sites and interaction forces for proteins and small molecules can be predicted using molecular docking analysis. First, the molecular structure of risperidone was obtained from DrugBank (https://go.drugbank.com/) in PDB format, and the protein structures of predicted targets (MAPK14, MAPK8, RXRA, RXRB [retinoic acid receptor RXR-β], and AKT2 [RAC-β serine/threonine-protein kinase]) were obtained from the PDB database in PDB format (https://www.rcsb.org/). All water and ligands were removed using PyMOL version 1.2R2 and saved in PDBQT format for molecular docking, so our predictions were performed under nonaqueous conditions. Next, we evaluated the predicted posture of the interactions between small molecules and predicted targets for network pharmacology using the AutoDock 4.2 package. The molecular docking mode we used was semiflexible, and the analysis settings for the grid box were set as a cube of 62 × 56 × 64, 40 × 40 × 70, 60 × 52 × 68, 88 × 56 × 88, and 60 × 90 × 50 (x, y, z) with 1.000 Å and centered at the grid point of receptors MAPK14, MAPK8, RXRA, RXRB, and AKT2, respectively. The models were visualized using PyMOL 1.2R2 version.

### Protein Extraction and Western Blot Analysis

Cells were washed 3 times with ice-cold PBS, lysed with RIPA lysis buffer (Cat# E1013+, Applygen, China) containing protease inhibitors (Cat# P1265, Applygen, China), phosphorylase inhibitor (Cat# B15000, Bimake, China) and PMSF (Cat# P0100, Solarbio, China) for 20 min, centrifuged at 12,000 rpm for 20 min at 4°C, and then boiled with loading buffer (Cat# E153-01, Genstar, China). Each sample was separated by SDS-PAGE (10%) gel (Cat# E153, Genstar, China) and transferred into a piece of polyvinylidene fluoride (PVDF, Cat# IPV00010, Merck Millipore, MA, USA) membrane. Nonspecific binding was blocked by soaking the membrane in Tris-buffered saline-Tween (TBST) buffer that contained 5% of nonfat dry milk (Cat# A600669-0250, Sangon Biotech, China) or bovine serum albumin (BSA, Cat# C508113-0001, Sangon Biotech, China) for 2 h at RT. The membrane was incubated overnight with the primary antibody at 4°C, including anti-P-mapk14-T180/Y182 antibody (AP0526, 1:1,000 dilution, Abclonal, China), anti-mapk14 antibody (A0227, 1:1,000 dilution, Abclonal, China), anti-P-stat3-Y705 antibody (AP0705, 1:1,000 dilution, Abclonal, China), anti-P-stat3-S727 antibody (AP0715, 1:1,000 dilution, Abclonal, China), anti-stat3 antibody (A19566, 1:1,000 dilution, Abclonal, China), anti-cpt1A antibody (A20746, 1:1,000 dilution, Abclonal, China), anti-tubulin-β antibody (AF7011, 1:3,000 dilution, Affinity, USA), anti-mapk8 antibody (A2462, 1:1000 dilution, Abclonal, China), anti-rxrB antibody (A18119, 1:1,000 dilution, Abclonal, China), anti-rxrA antibody (A19015, 1:1,000 dilution, Abclonal, China), anti-akt2 antibody (A18019, 1:1,000 dilution, Abclonal, China), anti-actin-β antibody (A026, 1:25,000 dilution, Abclonal, China), and anti-ppar-gamma antibody (A0270, 1:1,000 dilution, Abclonal, China). After washing with TBST buffer, the membrane was incubated with goat anti-rabbit (Cat# S0001, Affinity, USA) or goat anti-mouse HRP-linked secondary antibody (Cat# S0002, Affinity, USA) at a dilution of 1:10,000 for 2 h at RT. Chemiluminescence solution (Cat# 201005-79, Advansta, California, USA) and medical X film (Carestream, China) were used for detection, and ImageJ software was used for analysis.

### Statistical Analysis

Statistical analyses and figures were generated using GraphPad Prism 9.0 (GraphPad Software Inc., CA, USA). The values in the figures are presented as the mean ± standard error of the mean (SEM). A *p*-value of <0.05 was considered statistically significant.

## Results

### Risperidone Promotes Lipid Accumulation in Both Undifferentiated and Differentiated Adipocytes

To test whether risperidone could directly induce weight gain by promoting lipid accumulation in adipocytes and preadipocytes, differentiated and undifferentiated cells (3T3-L1 and AMSC) were exposed to risperidone for 48 h. After ORO staining, risperidone promoted adipocyte lipid accumulation and preadipocyte differentiation (Figures 2A,B and Supplementary Figures 1A,B). As shown in Figure 2C, risperidone inhibited the growth of 3T3L1 preadipocytes in a dose-dependent manner. Risperidone (100 μM) had little effect on the cell survival of 3T3L1 preadipocytes; therefore, 100 μM of risperidone was used in the following *in vitro* experiments. We also detected the transcript levels of adipocyte-related genes (Figure 2D) and found that risperidone promoted the expression of *Apn, Rac1* (Rac family small GTPase 1), and *Fasn*. Taken together, risperidone promoted lipid accumulation in undifferentiated and differentiated 3T3-L1 cells and AMSCs.

**Figure 2:**
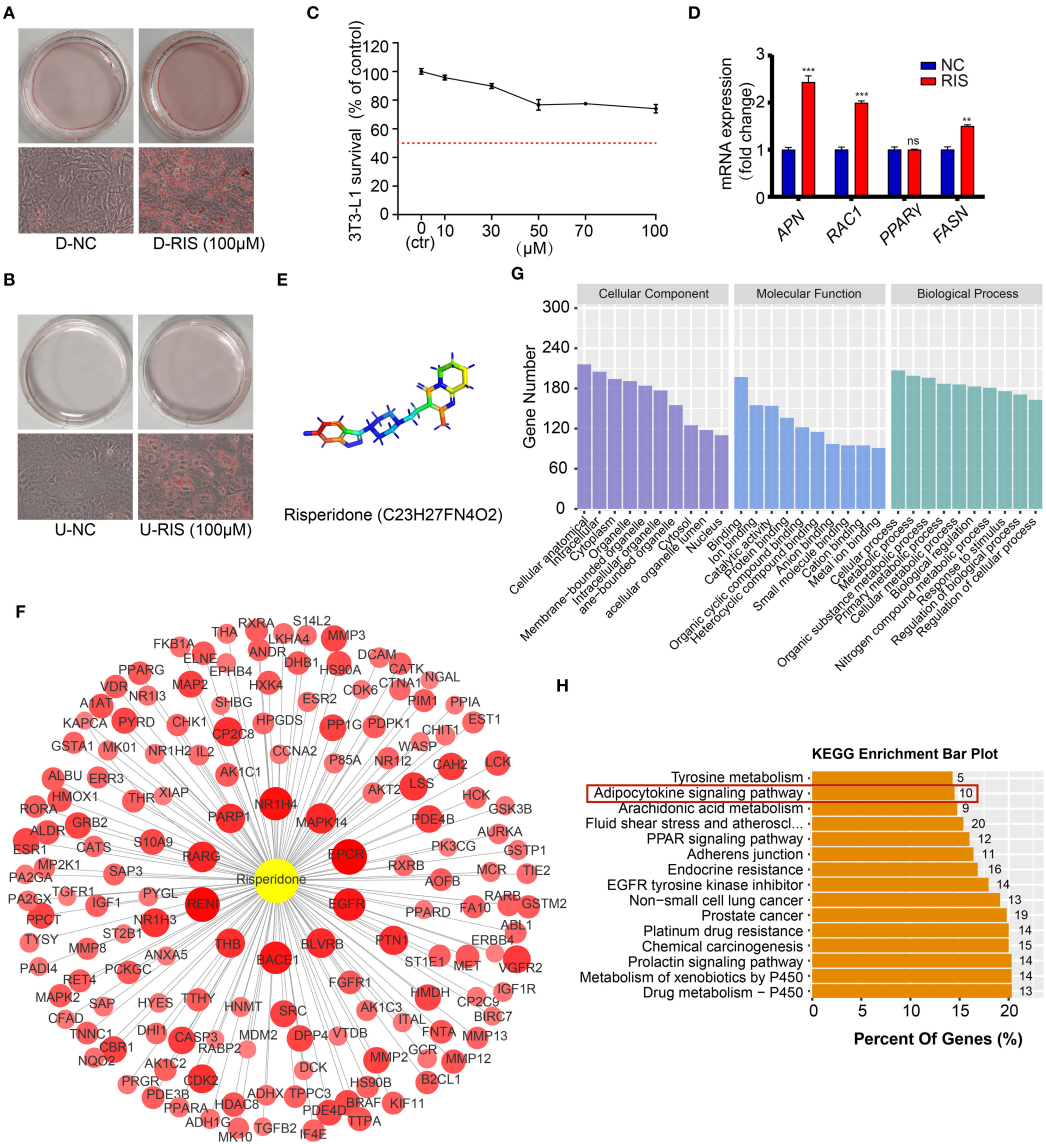
Risperidone promotes adipogenesis and network pharmacology analysis. Oil red O staining of **(A)** differentiated 3T3-L1 cells and **(B)** undifferentiated 3T3-L1 cells treated with DMSO or risperidone. **(C)** Risperidone toxicity tested by cell counting kit 8 (CCK8). **(D)** The mRNA levels of genes related to adipocyte differentiation and lipid accumulation in differentiated 3T3-L1 cells treated with DMSO or risperidone measured by qRT-PCR. **(E)** Structure of risperidone. **(F)** Predicted target proteins of risperidone. Bubble size and depth of color are proportional to the *Z-*score (Z > 0). **(G)** GO enrichment analysis. **(H)** KEGG enrichment analysis of predicted targets. D-NC, differentiated 3T3-L1 cells treated with DMSO; D-RIS, differentiated 3T3-L1 cells treated with risperidone; U-NC, undifferentiated 3T3-L1 cells treated with DMSO; U-RIS, undifferentiated 3T3-L1 treated with risperidone. **P < 0.01, ***P < 0.005.

### Prediction and Analysis of Risperidone Binding Targets

To explore the mode of action of risperidone, the targets of risperidone were predicted using network pharmacology analysis. We obtained the structure of risperidone from the Drug Bank (Figure 2E) and collected 236 predicted targets by network pharmacology analysis (Supplementary Table 1). The 153 targets that met the criterion of Z > 0 were considered strongly correlated targets (Figure 2F) for further analysis. GO enrichment analysis indicated that risperidone affected a series of biological processes, including cellular processes, metabolic processes, organic substance metabolic processes, primary metabolic processes, cellular metabolic processes, biological regulation, nitrogen compound metabolic processes, responses to stimuli, regulation of biological processes, and regulation of cellular processes (Figure 2G). In addition, in the KEGG pathway analysis, 155 KEGG pathways were selected (*P*-adjust < 0.05) related to all predicted targets, including the drug metabolism-cytochrome P450, metabolism of xenobiotics by cytochrome P450, prolactin signaling pathway, chemical carcinogenesis, platinum drug resistance, prostate cancer, non-small cell lung cancer, EGFR tyrosine kinase inhibitors, adherens junctions, PPAR signaling pathway, fluid shear stress and atherosclerosis, arachidonic acid metabolism, adipocytokine signaling pathway, and tyrosine metabolism (Figure 2H).

### Risperidone Influenced Metabolic and Lipid β-Oxidation in Adipocytes

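Differentiated 3T3-L1 cells, a mouse cell line that forms adipocytes in culture, were treated for 48 h with 100 μM risperidone or with its vehicle, DMSO. Each treatment was sequenced as 2 libraries, and each library was made from RNA pooled from 3 cultures, so the spread between libraries does not measure the spread between single cultures. The sample labels call the control cells untreated, and the paper's name for them, DMSO, is used here. After cleaning and mapping the reads, the authors deposited an estimated read count, FPKM and TPM for each of 16051 genes, which are numbered by NCBI Gene identifiers. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the test for differential expression. The counts summed to 16374119 in DMSO replicate 1, 15883712 in DMSO replicate 2, 16269448 in risperidone replicate 1 and 15977936 in risperidone replicate 2. A count of 0 in a library of this depth allows up to 3 counts, or between 0.183 and 0.189 CPM, and this limit covers counting error only. Over the genes with at least 20 counts in a pair of replicates, the median chi-square between the replicates was 0.683 for DMSO and 1.14 for risperidone, where counting error alone gives 0.455. The counts were rounded and compared between treatments with edgeR's quasi-likelihood test after TMM normalization, two-sided, with Benjamini-Hochberg adjustment over the 10243 genes that had a mean of at least 1 FPKM over the 4 libraries. A test on FPKM had been chosen before the data were examined, and the counts, which the paper does not mention, took its place once they were found in the deposited table. Log2 fold changes are risperidone over DMSO, and expression is given as mean FPKM with its SD over the libraries of a treatment.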

To determine the molecular mechanisms underlying lipid accumulation in response to risperidone treatment, differentiated 3T3-L1 cells treated with risperidone or DMSO were tested by transcriptome sequencing (mRNA-seq, *n* = 2). 

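Of the genes tested, 3448 were higher and 3469 were lower in the risperidone libraries at an unadjusted p under 0.05. After adjustment these numbers were 3287 and 3303. An absolute log2 fold change of at least 1 was reached by 267 of the higher and 401 of the lower genes at an adjusted p under 0.05. With each library left out in turn, between 2666 and 3310 genes were higher and between 2725 and 3350 were lower at an adjusted p under 0.05. Rescaling each library to TPM, tested with limma, moved the balance of directions most, to 1647 higher and 5518 lower genes at an unadjusted p under 0.05, and lowered the median log2 fold change of all genes to -0.22. The other 2 ways to split the 4 libraries into pairs gave 4 and 6 genes at an unadjusted p under 0.05 and 0 after edgeR's adjustment, but a design with 3 splits cannot exclude chance. Each pair in those splits mixes the treatments, so differences between treatments count as spread within pairs and lower these numbers. Among genes with a mean of at least 5 FPKM and no overlap between the treatments, the largest decreases were those of Gas1 (log2 fold change -2.70, standard error 0.0694), Saa3 (-2.66, standard error 0.0681), Dusp1 (-2.53, standard error 0.0902), Agt (-2.52, standard error 0.0685) and Gm40595 (-2.49, standard error 0.189). The largest increases were those of Kap (5.74, standard error 1.46), Pim1 (3.04, standard error 0.186), Rassf2 (2.93, standard error 0.0820), Ass1 (2.57, standard error 0.609) and Emp1 (2.26, standard error 0.0953). The increase of Kap came from risperidone replicate 2, where it had 1048 counts against 16 or fewer in the other libraries, and without that library its log2 fold change was 0.69 (adjusted p = 0.294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the same library the log2 fold change of Ass1 was 0.81. The genes with the highest mean FPKM were Fth1, Gapdh, Eef1a1, Ftl1 and Tpt1. Eef1a1 (log2 fold change 0.84), Ftl1 (1.05) and Tpt1 (0.94) rose and Fth1 fell (-0.23), while Gapdh did not differ (-0.01, adjusted p = 0.850 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) its sign changed when DMSO replicate 1 or risperidone replicate 1 was left out, and with limma it was lower after rescaling to TPM (-0.26) and after quantile normalization (-0.45).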

Compared with controls, risperidone caused the upregulation of 2,860 genes and the downregulation of 2,720 genes (Figure 3A). A total of 5,580 genes were used for GO and KEGG enrichment analysis, indicating that risperidone affected a range of biological processes, including cellular processes, metabolic processes, and biological regulation (Figure 3B). In the KEGG pathway analysis, risperidone affected the metabolic pathway, autophagy-animal, FoXO signaling pathway, mitophagy-animal, insulin signaling pathway, citrate cycle, HIF-1 signaling pathway, MAPK signaling pathway, oxidative phosphorylation, mTOR signaling pathway, AMPK signaling pathway, adipocytokine signaling pathway, JAK-STAT signaling pathway, lipoic acid metabolism, and fatty acid metabolism (Figure 3C). 

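Gene lists for these pathways were written from general knowledge and are not KEGG's own. Of 20 such lists, 18 had at least 5 tested genes, and limma's camera test with an inter-gene correlation of 0.01 placed 3 of them at an adjusted p under 0.05. The 74 oxidative phosphorylation genes were shifted upward, with a median log2 fold change of 0.21 (adjusted p = 0.000271 from camera with Benjamini-Hochberg adjustment), and 46 of them were higher and 2 lower at an adjusted p under 0.05 in edgeR's test. Offsets that remove trends with gene length and GC content, chosen after the data were seen and the normalization that moved this p most, brought the median to 0.09 and camera's adjusted p to 0.277. After rescaling to TPM, which lowered the median of all genes further, to -0.22, the median of the list was -0.03. Relative to the other genes the list stayed upward there, with an adjusted p of 0.00573 from camera with Benjamini-Hochberg adjustment. The largest changes in it were those of Atp5g2 (log2 fold change 0.75), Uqcrh (0.75) and Ndufa6 (0.69). The 26 genes of the JAK-STAT family were shifted downward, with a median of -0.34 and an adjusted p from camera of 0.00602, which became 0.0525 with the offsets. Of these, 17 were lower and 1 higher, and Osmr (-1.33), Socs3 (-0.87) and Il6ra (-0.75) changed most. The 15 housekeeping genes were also shifted upward, with an adjusted p of 0.0221 from limma's camera test with Benjamini-Hochberg adjustment. Tubb5 (1.08) and Rpl13a (0.93) were among the members that rose most, but 7 of the 15 were not higher. Over the alternatives the adjusted p from limma's camera test ranged from 0.000373 to 0.627, and it was above 0.05 without a filter, with a mean of at least 5 FPKM, with a term for the replicate number, with the offsets and with every limma setting. The median of the list was 0.19, against -0.05 after rescaling to TPM and -0.10 after quantile normalization. The citrate cycle list of 25 genes had 18 higher and 3 lower members, a median of 0.26 and an adjusted p of 0.0710 from camera. Its largest changes went both ways, in Idh1 (-1.50), Aco1 (-1.47) and Cs (0.91). With limma on log2(FPKM + 1) its adjusted p from camera was 0.00821. This p was also under 0.05 without a filter (0.000481), with a term for the replicate number (0.0173) and after median ratio scaling (0.0071). The same held with pseudocounts of 0.1 and 0.5, without trend and with trend and robust moderation. In the other alternatives, the offsets among them (0.104), the list was not past the threshold. The autophagy and mitophagy list of 37 genes had 9 higher and 16 lower members, among them Atg10 (-1.40), Map1lc3b (-0.67) and Gabarap (0.55), and an adjusted p of 0.349 from camera. For hypoxia and glycolysis, the median of 26 genes was -0.11 and the adjusted p from camera 0.154, or 0.0183 after quantile normalization. Ankrd37 (-1.59) and Ldha (-1.05) fell in it, and the increase of Ndrg1 (4.89) came from risperidone replicate 2 alone, with 0.09 when that library was left out. The 16 genes of fatty acid and triglyceride synthesis had a median of 0.12, or -0.12 after rescaling to TPM, and an adjusted p of 0.109 from camera, with Lpin1 (1.01), Dgat1 (0.82) and Scd1 (0.73) changing most. By fry, 14 of the 18 lists were at an adjusted p under 0.05, the first 3 named here among them, and with camera's correlation estimated from the data 0 were. Genes of either direction at an unadjusted p under 0.05 made up 67.6% of the oxidative phosphorylation list and 67.5% of the other tested genes. By Fisher's exact test, two-sided, 0 of the 18 lists differed in this share at an adjusted p under 0.05, and 2 did at an unadjusted p under 0.05, namely fatty acid beta-oxidation and interferon response.

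**Figure D1:**
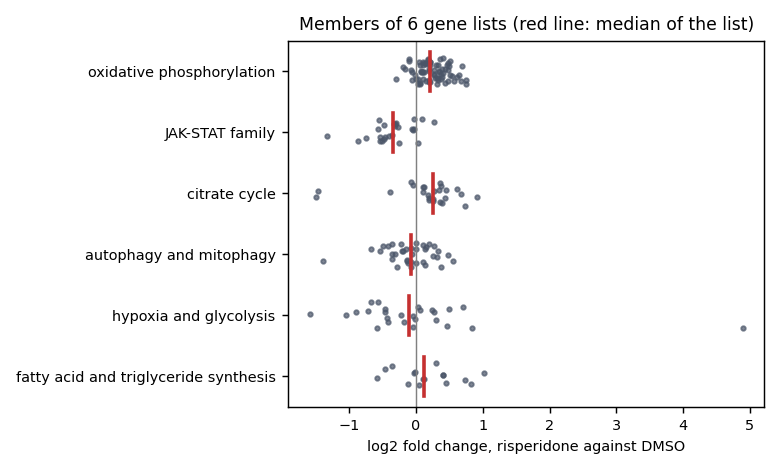
Log2 fold change (risperidone over DMSO) of each tested gene of 6 gene lists, with 1 point per gene and a red line at the median of the list. The medians lie between -0.34 for the JAK-STAT family and 0.26 for the citrate cycle, and the point near 4.89 is Ndrg1, whose increase came from 1 library.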

Based on these results, we investigated whether the adipocytokine signaling pathway played an important role in risperidone-induced lipid accumulation. On the one hand, transcriptomic results showed that risperidone downregulated 13 genes, including *Nfkbie* (NFKB inhibitor epsilon), *Cpt1a* (carnitine palmitoyltransferase 1A), *Ptpn11* (protein tyrosine phosphatase non-receptor type 11), *Nfkb1* (nuclear factor kappa B subunit 1), *Tnfrsf1b* (TNF receptor superfamily member 1B), *Ikbkb* (inhibitor of nuclear factor kappa B kinase subunit β), *Mapk8, Prkag1* (protein kinase AMP-activated non-catalytic subunit gamma 1), *Rxra, Acsl5* (acyl-CoA synthetase long chain family member 5), *Slc2a1* (solute carrier family 2 member 1), *Socs3* (suppressor of cytokine signaling 3), and *Stat3*, and up-regulated 15 genes, including *Acsl1* (acyl-CoA synthetase long chain family member 1), *G6pc* (glucose-6-phosphatase, catalytic), *Pck2* (phosphoenolpyruvate carboxykinase 2), *Paqr3* (progestin and adipoQ receptor family member 3), *Prkaa2* (protein kinase AMP-activated catalytic subunit alpha 2), *Prkab2* (protein kinase AMP-activated non-catalytic subunit β 2), *Prkab1* (protein kinase AMP-activated non-catalytic subunit β 1), *Acsl3* (acyl-CoA synthetase long chain family member 3), *Akt3* (AKT serine/threonine kinase 3), *Akt2, Irs2* (insulin receptor substrate 2), *Rxrb, Adipor1* (adiponectin receptor 1), *Acacb* (acetyl-CoA carboxylase β), and *Stk11* (serine/threonine kinase 11) (Figure 3D). In addition, we found that the major highly expressed genes in the adipocytokine signaling pathway, such as *Cpt1a, Ptpn11, Rxra, Slc2a1, Stat3*, and *Prkag1*, were downregulated after risperidone treatment (Figure 3E). 

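Of these 28 genes, 26 passed the limit of a mean of 1 FPKM, and all 26 changed in the direction given here at an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The genes were chosen by the study from these same libraries, so neither count is independent evidence. The 13 downregulated genes had log2 fold changes from -1.72 to -0.29, and the 13 tested upregulated genes from 0.19 to 1.31. Requiring an absolute log2 fold change of at least 1 moved the tally most and left 2 genes, Nfkbie and Irs2. Nfkbie (NCBI Gene 18037) fell from 1.76 ± 0.368 to 0.500 ± 0.212 FPKM (SD, n = 2 libraries), a log2 fold change of -1.72 with a standard error of 0.314. Irs2 (NCBI Gene 384783) rose from 5.60 ± 0.530 to 13.0 ± 0.318 FPKM (SD, n = 2 libraries), and its log2 fold change of 1.31 had a standard error of 0.0709. Among the others, Nfkb1 fell with a log2 fold change of -0.84. The smallest change was that of Pck2, from 20.9 ± 0.516 to 22.0 ± 0.233 FPKM, with an adjusted p of 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That p was 0.193 without DMSO replicate 1, and rescaling to TPM turned the log2 fold change of Pck2 to -0.07. Acsl1 was at 20.0 ± 0.212 FPKM with DMSO and 22.9 ± 2.86 FPKM with risperidone, a difference close to the spread between the risperidone libraries, and its adjusted p of 0.00325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment became 0.0959 with limma on log2(FPKM + 1). Acacb and G6pc lay under the limit. Without a limit, Acacb was higher after risperidone (log2 fold change 0.55, adjusted p = 0.0120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). G6pc had 2 and 1 counts in the DMSO libraries, 3 in risperidone replicate 1 and 127 in risperidone replicate 2, so its increase (adjusted p = 0.0751 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rests on 1 library.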

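Ranked by mean FPKM over the 4 libraries, the 10 highest of the 28 pathway genes were Adipor1 (149 FPKM), Slc2a1 (119 FPKM), Cpt1a (66.1 FPKM), Prkag1 (61.2 FPKM), Stat3 (51.9 FPKM), Akt2 (50.5 FPKM), Rxra (49.3 FPKM), Ptpn11 (45.6 FPKM), Stk11 (39.8 FPKM) and Acsl5 (33.4 FPKM). Of these, 7 were lower and 3 higher after risperidone, and the 3 higher ones were Adipor1, Akt2 and Stk11. Among the 14 highest genes 8 were lower, and among the 6 highest 4 were. Slc2a1 fell from 141 ± 0.608 to 97.5 ± 2.01 FPKM (SD, n = 2 libraries), with a log2 fold change of -0.44. Prkag1 fell from 70.1 ± 0.0141 to 52.2 ± 3.27 FPKM, with a log2 fold change of -0.33, and Ptpn11 from 51.6 ± 0.827 to 39.6 ± 0.849 FPKM. Adipor1, the gene with the highest mean, rose from 125 ± 0.389 to 172 ± 8.63 FPKM, a log2 fold change of 0.55. For each of these 4 genes the difference was larger than the spread between replicates (largest adjusted p = 0.000506, for Prkag1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out any 1 library left their log2 fold changes between -0.47 and -0.41 for Slc2a1, -0.40 and -0.26 for Prkag1, -0.31 and -0.27 for Ptpn11, and 0.49 and 0.61 for Adipor1.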

To explore the relationships among the core set genes and provide a global view of network architecture, we set up a PPI network analysis model using STRING online (combined score ≥ 0.4) and Cytoscape software. The top three proteins with relatively high connectivity degrees were STAT3 (node degree = 11), AKT2 (node degree = 11), and IKBKB (node degree = 11) (Figure 3F).

**Figure 3:**
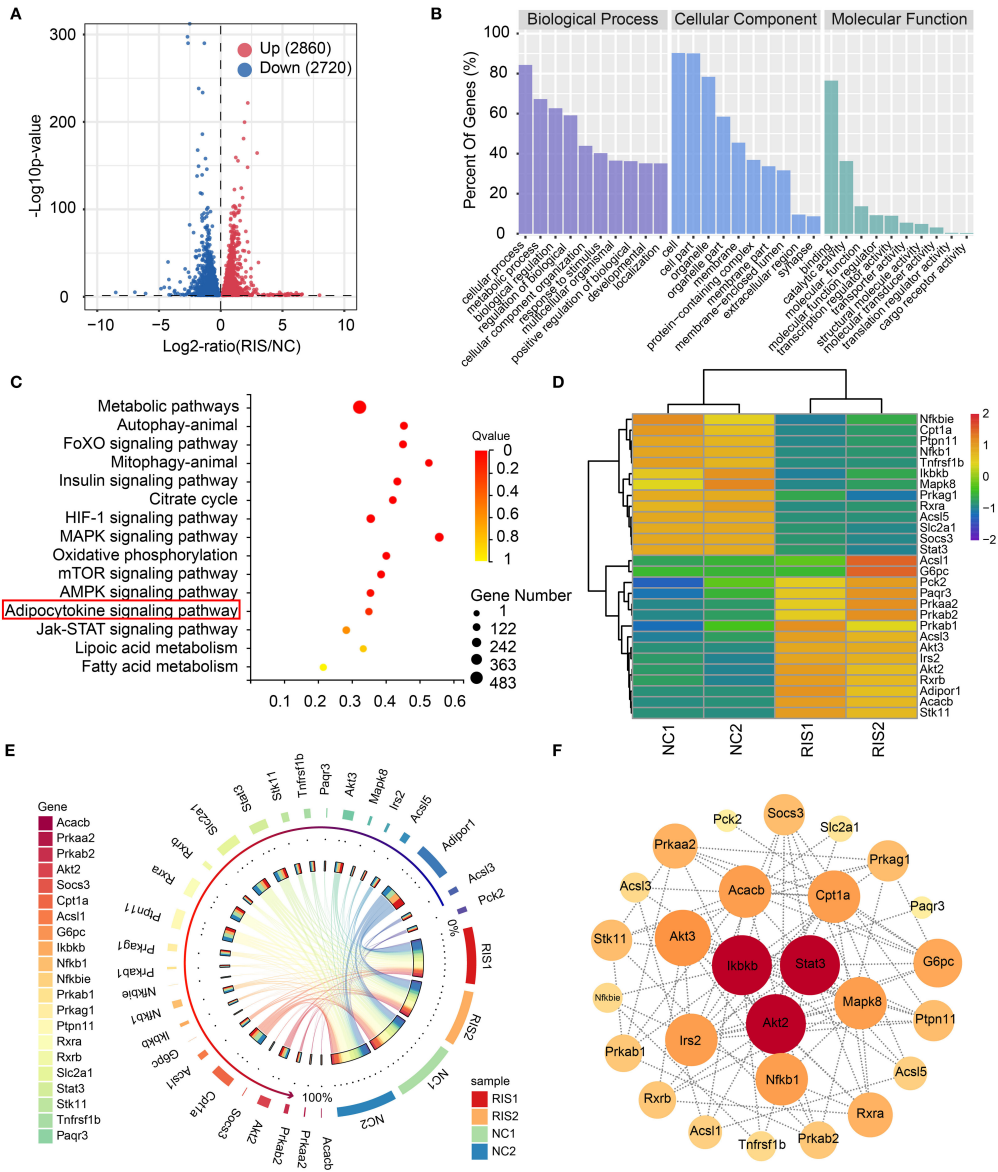
Transcriptome sequencing analysis showed that risperidone influenced cell metabolism and the adipocytokine signaling pathway. **(A)** Volcano plot showing gene transcription influenced by risperidone in differentiated 3T3-L1 cells (*P* < 0.05, *n* = 2). Upregulated genes are shown in the right panel (red circles, 2,080 genes), and downregulated genes are shown in the left panel (blue circles, 2,720 genes). **(B)** GO enrichment analysis. **(C)** KEGG enrichment analysis of genes influenced by risperidone shown in **(A)**. **(D)** Heat map of risperidone-influenced genes in the adipocytokine signaling pathway. **(E)** Expression circos map of risperidone-influenced genes in the adipocytokine signaling pathway. **(F)** Interaction network of risperidone-influenced genes in the adipocytokine signaling pathway. The bubble size and depth of color are proportional to the node degree. NC1 and NC2 were control samples, and RIS1 and RIS2 were risperidone-treated samples.

### Analysis of Intersecting Targets in Network Pharmacology/Transcriptomics/Obesity-Related Genes

To obtain high-confidence candidates, we first accessed 9,307 obesity-related genes from the GeneCards online database using the key word “obesity.” 

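In the heat map of Figure 4C, 34 genes are named as predicted targets that are also related to obesity and changed by risperidone. In the deposited counts 33 of them passed the limit of a mean of 1 FPKM. All 33 changed in the heat map's direction at an adjusted p under 0.05 in edgeR's test, over all genes tested and over the list alone. The study chose the list on these libraries, so neither count is independent evidence. The 15 lower genes had log2 fold changes from -1.10 to -0.19, and the 18 higher ones from 0.13 to 3.04. The largest decrease was that of Hmox1, from 336 ± 15.9 to 146 ± 4.59 FPKM (SD, n = 2 libraries), and the largest increase that of Pim1, followed by Tgfb2 (log2 fold change 1.78) and Vdr (1.11). Mapk14 (NCBI Gene 26416) fell from 51.8 ± 1.71 to 33.9 ± 1.75 FPKM, a log2 fold change of -0.51 (standard error 0.0510). An absolute log2 fold change of at least 1 was reached by 4 of the 33 genes, which moved the tally most. With each library left out in turn, between 29 and 33 genes changed in the direction shown at an unadjusted p under 0.05. At an adjusted p under 0.05, Rora was no longer called without DMSO replicate 2 (log2 fold change 0.25) or without risperidone replicate 2 (0.23). Parp1 was no longer called without DMSO replicate 2 (0.15), and Gsk3b without DMSO replicate 1 (-0.16). For Nr1h2 this held without DMSO replicate 2 (0.145) or risperidone replicate 1 (0.135). Gstm2, the smallest change, was called only when risperidone replicate 2 was the library left out, and its libraries overlapped between the treatments. Gstm2 also lost its call with a term for the replicate number (adjusted p = 0.0557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same test gave 0.0612 without a filter and 0.0521 with a mean of at least 5 FPKM. With offsets for gene length and GC content it gave a log2 fold change of 0.0078 and an adjusted p of 0.868. Neither DESeq2 nor any limma setting called Gstm2. Rescaling to TPM reversed Gstm2 (-0.11), Parp1 (-0.06) and Nr1h2 (-0.05). Ace lay under the limit, with 0 FPKM in both DMSO libraries and 0.185 ± 0.205 FPKM in the risperidone libraries, where its counts were 3 in replicate 1 and 25 in replicate 2, so that its rise rests mostly on risperidone replicate 2.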

After comparing the predicted targets of risperidone, transcripts influenced by risperidone, obesity-related genes, and 34 intersecting targets were considered high-confidence candidates (Figure 4A). To explore the relationships among the 34 targets, we built a PPI network model. The top five proteins with higher degrees of connectivity were CASP3 (caspase-3) (node degree = 14), MDM2 (E3 ubiquitin-protein ligase mdm2) (node degree = 12), MAPK8 (node degree = 11), GSK3B (glycogen synthase kinase-3 β) (node degree = 11), and MMP2 (72 kDa type IV collagenase) (node degree = 11) (Figure 4B). Interestingly, transcriptomic sequencing showed that the top five targets of CASP3, MDM2, MAPK8, and GSK3B were downregulated (Figure 4C). Furthermore, GO and KEGG enrichment analyses of these 34 targets showed that risperidone affected biological processes, including the fibroblast growth factor receptor signaling pathway involved in orbitofrontal cortex development, ventricular zone neuroblast division, cellular detoxification of nitrogen compounds, the vitamin D receptor signaling pathway, and the nitrobenzene metabolic process (Figure 4D). 

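The transcripts of Mdm2, Mapk8 and Gsk3b were lower after risperidone, and that of Mmp2 was higher. Mdm2 (NCBI Gene 17246) was among the most abundant transcripts, at 1603 ± 43.1 FPKM with DMSO and 1171 ± 18.9 FPKM with risperidone (SD, n = 2 libraries), and its log2 fold change was -0.34 (standard error 0.0477). Slc35e3, the gene next to Mdm2, was also abundant, with a mean of 429 FPKM. Mapk8 (NCBI Gene 26419) fell from 7.53 ± 0.778 to 5.33 ± 0.184 FPKM, with a log2 fold change of -0.36 (standard error 0.0722, adjusted p = 0.00124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest of the decreases was that of Gsk3b (NCBI Gene 56637), from 22.5 ± 0.0354 to 18.2 ± 0.339 FPKM, a log2 fold change of -0.19 (standard error 0.0484, adjusted p = 0.00609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Gsk3b the adjusted p was 0.0780 without DMSO replicate 1, and with offsets for gene length and GC content its log2 fold change was -0.04 (adjusted p = 0.455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp2 (NCBI Gene 17390) rose from 20.5 ± 0.474 to 25.6 ± 1.32 FPKM, a log2 fold change of 0.42 (standard error 0.0634, adjusted p = 0.000176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.17 with an adjusted p of 0.0543 from limma after rescaling to TPM. Leaving out any 1 library gave log2 fold changes between -0.37 and -0.31 for Mdm2, -0.45 and -0.26 for Mapk8, and 0.37 and 0.46 for Mmp2.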

In the KEGG analysis, risperidone affected platinum drug resistance, apoptosis-multiple species, EGFR tyrosine kinase inhibitor resistance, the AGE-RAGE signaling pathway in diabetic complications, metabolism of xenobiotics by cytochrome P450, adipocytokine signaling pathway, etc (Figure 4E).

**Figure 4:**
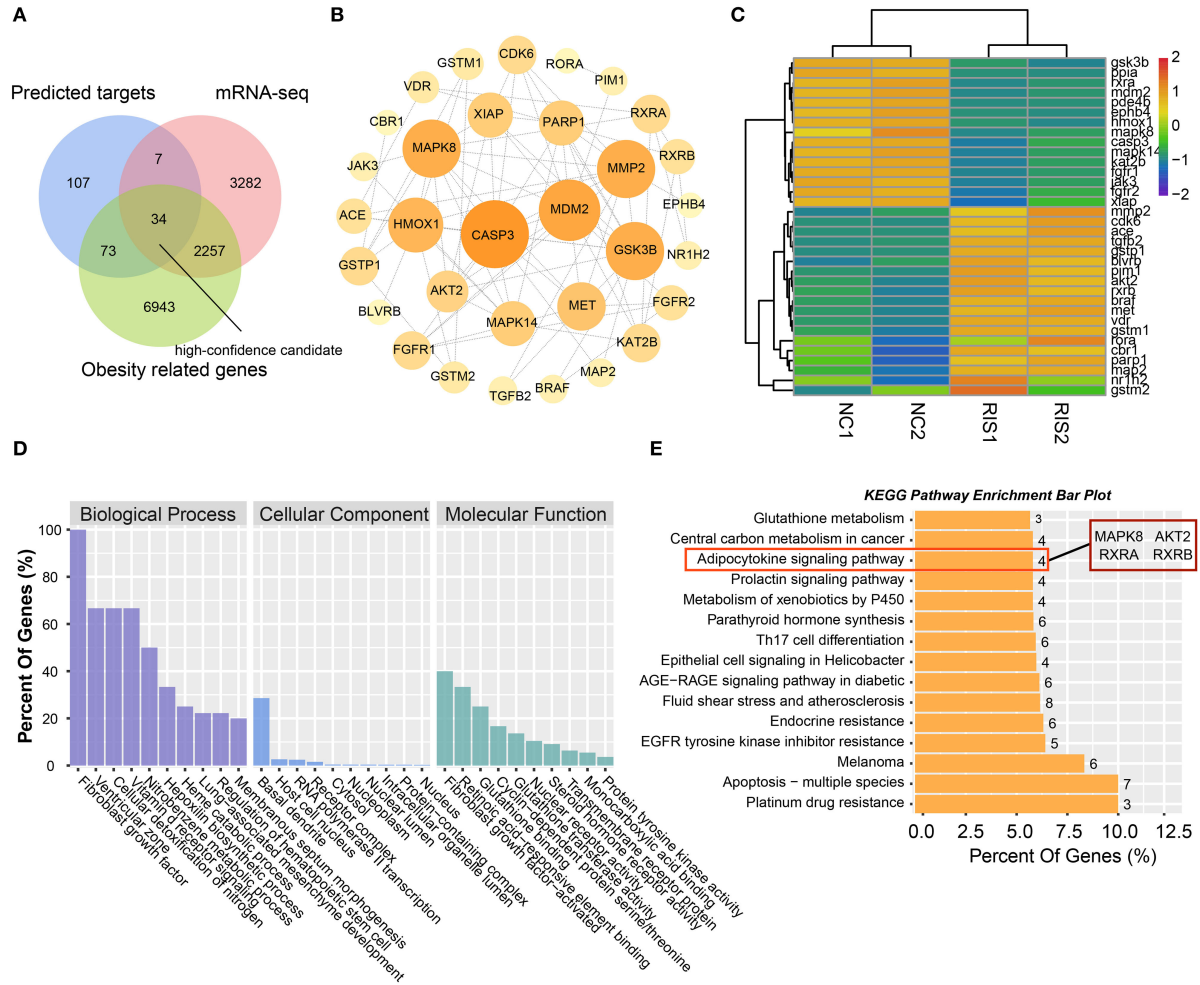
Analysis of intersected targets in network pharmacology/transcriptome/obesity-related genes. **(A)** Intersected targets or genes of risperidone and transcriptome- and obesity-related genes were considered high-confidence candidates. **(B)** Interaction network of high-confidence candidates described in **(A)**. **(C)** Heat map showing the expression level of high-confidence candidates in samples. **(D)** GO analysis. **(E)** KEGG analysis of high-confidence candidates.

### Molecular Docking for Risperidone and Immunoblot Validation

To determine the potential binding of risperidone to intersecting targets, molecular docking analysis was performed. The adipocytokine signaling pathway was enriched in network pharmacology (Figure 2H) and transcriptome sequencing (Figure 3C), as well as obesity-related genes (Figure 4E). We focused on factors in the adipocytokine signaling pathway. 

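Among the transcripts of the adipocytokine signaling pathway that the paper screened as intersecting targets, Rxra and Rxrb, which encode retinoid X receptors, moved in opposite directions. Rxra (NCBI Gene 20181) fell from 59.4 ± 1.80 to 39.3 ± 0.714 FPKM (SD, n = 2 libraries), a log2 fold change of -0.50 (standard error 0.0463, adjusted p = 4.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rxrb (NCBI Gene 20182) rose from 23.4 ± 0.997 to 33.0 ± 1.15 FPKM, with a log2 fold change of 0.58 (standard error 0.0659, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Akt2 (NCBI Gene 11652) rose from 45.0 ± 0.898 to 55.9 ± 1.37 FPKM, and its log2 fold change was 0.40 (standard error 0.0477, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When each library was left out, the log2 fold changes stayed between -0.53 and -0.48 for Rxra, 0.54 and 0.63 for Rxrb, and 0.36 and 0.43 for Akt2. Mapk8, the fourth such transcript, was lower after risperidone.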

As reported previously, the adipocytokine signaling pathway is closely related to lipid metabolism and obesity, so MAPK8, RXRA, RXRB, and AKT2, which are involved in the adipocytokine signaling pathway and were screened as intersecting targets in network pharmacology/transcriptomic/obesity-related genes, were considered candidate genes for molecular docking and verification. Moreover, we noticed that MAPK14 is a critical upstream gene that regulates adipocytokine signaling pathways and obtained a high Z-value in network pharmacological predictions (which indicates a target with promising binding capacity and functional importance). Therefore, MAPK14 was also considered a candidate and verified in molecular docking. The crystal structure of the intersecting targets was collected from the PDB database with PDB IDs 6HWU, 4AWI, 7B9O, and 1H9U for docking analysis with risperidone. The MAPK14 docking results showed that the hydrogen bond between risperidone and the MAPK14 protein acted on one amino acid residue, *viz*. MET-111 (Figure 5A). The MAPK8 docking results showed that the hydrogen bond between risperidone and the MAPK8 protein acted on two amino acid residues, namely, ASP-176 and MET-179 (Figure 5B). The RXRA docking results showed that the hydrogen bond between the risperidone and RXRA proteins acted on one amino acid residue, namely, ARG-1302 (Figure 5C). The RXRB docking results showed that there was no hydrogen bond between the risperidone and RXRB proteins (Figure 5D). The AKT2 docking results showed that there was no hydrogen bond between the risperidone and AKT2 proteins (Figure 5E). The minimal combinations of these models are shown in Table 1. Briefly, the minimum lowest binding energies of MAPK14, RXRB, RXRA, MAPK8, and AKT2 for risperidone were −20.69, −16.79, −18.97, −23.52, and −17.09 KJ/mol, respectively. Furthermore, we performed docking comparisons of risperidone and the binding position of ligands of the protein crystal (Supplementary Figures 2A–E), and we found a partial overlap between risperidone and ligands in MAPK14 (Supplementary Figure 2A) and MAPK8 (Supplementary Figure 2B), suggesting that risperidone may have a good binding activity to MAPK14 and MAPK8. To verify the effects of risperidone on molecular docking targets of MAPK14, MAPK8, RXRA, RXRB, and AKT2, immunoblotting analysis was performed on differentiated 3T3-L1 cells after treatment with DMSO or risperidone. The results showed that MAPK14, MAPK8, RXRA, and RXRB were downregulated in risperidone treatment, while the AKT2 was upregulated (Figures 6A–F). We also detected the expression levels of these molecular docking targets in undifferentiated 3T3-L1 cells and got similar results (Figures 6G–L).

**Figure 5:**
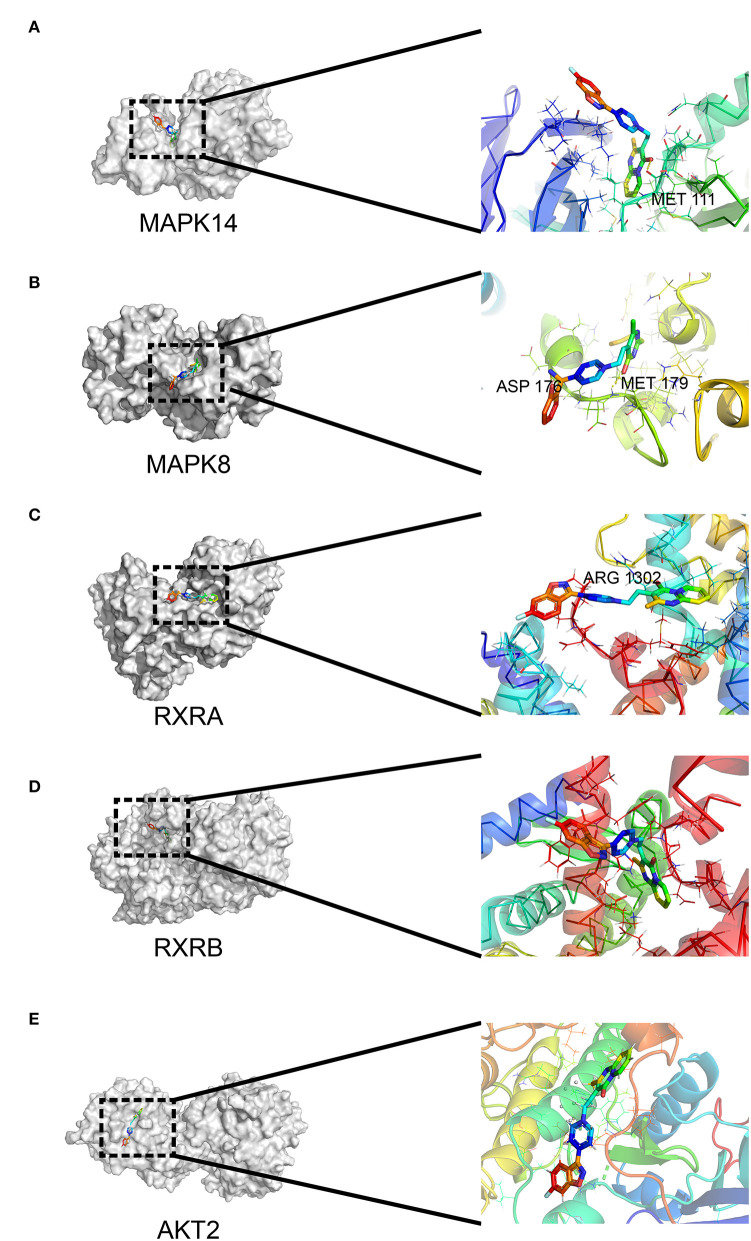
Interaction between risperidone and predicted targets in the adipocytokine signaling pathway using molecular docking analysis. Models of risperidone (DRUGBANK ID DB00734) with **(A)** mitogen-activated protein kinase 14 (MAPK14, PDB ID 6HWU), **(B)** mitogen-activated protein kinase 8 (MAPK8, PDB ID 4AWI), **(C)** retinoic acid receptor RXR-alpha (RXRA, PDB ID 7B9O), **(D)** retinoic acid receptor RXR-β (RXRB, PDB ID 1H9U), and **(E)** RAC-β serine/threonine-protein kinase AKT2 (PDB ID 3E87).

**Table 1:** Binding model information.

**Receptors**	**Length (Human/Mouse)**	**Identical positions**	**Identity**	**Similar position**	**Binding energy (Δ KJ/mol)**
MAPK14	360/360	358	99.444%	1	−20.69
RXRB	533/520	504	94.559%	9	−16.79
RXRA	462/467	455	97.430%	6	−18.97
MAPK8	427/384	379	88.759%	2	−23.52
AKT2	481/481	472	98.129%	6	−17.09

**Figure 6:**
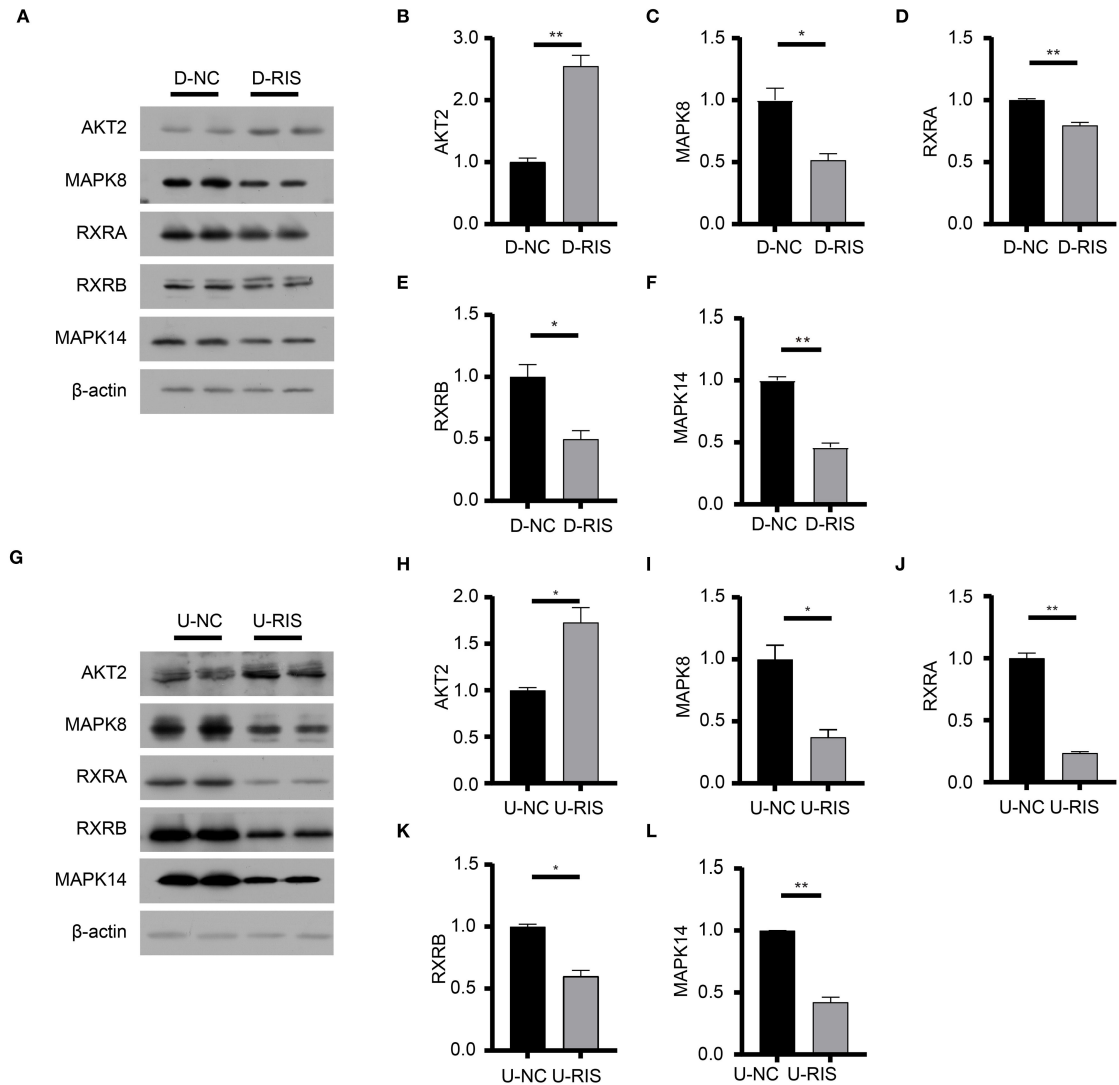
Immunoblotting analysis of molecular docking targets. **(A)** Expression level of the molecular docking targets in differentiated 3T3-L1 cells after treatment with DMSO or risperidone. **(B**–**F)** Gray degree analysis shows the expression level of targets in **(A)**. **(G)** Expression level of the molecular docking targets in undifferentiated 3T3-L1 cells after treatment with DMSO or risperidone. **(H**–**L)** Gray degree analysis shows the expression level of targets in **(G)**. Values are expressed as the mean ± SEM (*n* = 2). *P < 0.05, **P < 0.01; ns, no significant difference; SEM, standard error of mean; D-NC, differentiated 3T3-L1 cells treated with DMSO; D-RIS, differentiated 3T3-L1 cells treated with risperidone; U-NC, undifferentiated 3T3-L1 cells treated with DMSO; U-RIS, undifferentiated 3T3-L1 treated with risperidone.

### Risperidone Inhibited the Adipocytokine Signaling Pathway and Might Inhibit the Lipid β-Oxidation Protein CPT1A *in vitro*

To determine the effect of risperidone on the output of adipocytokine signaling pathway, we detected the expression levels of CPT1A and STAT3, which were crucial downstream effective factors of MAPK8 that play important roles in long-chain fatty acid β-oxidation and hepatic triglyceride metabolism. Our immunoblotting results showed that risperidone not only downregulated CPT1A and STAT3 expressions, it also decreased MAPK14 and STAT3 phosphorylation in differentiated and undifferentiated 3T3-L1 cells after DMSO or risperidone treatments (Figures 7A–L), indicating that risperidone inhibited signal transduction. As we know, lipid metabolisms, including lipogenesis and lipolysis, were more activated in adipocytes than in preadipocytes. To better understand the specificity of the role of risperidone in the adipocytokine signaling pathway and long-chain fatty acid β-oxidation, we performed the same validation and analysis on undifferentiated and differentiated 3T3-L1 cells. The results showed that the expression and corresponding phosphorylation levels of MAPK14, STAT3, and CPT1A were upregulated when the cells differentiated into adipocytes (Figures 8A–G).

**Figure 7:**
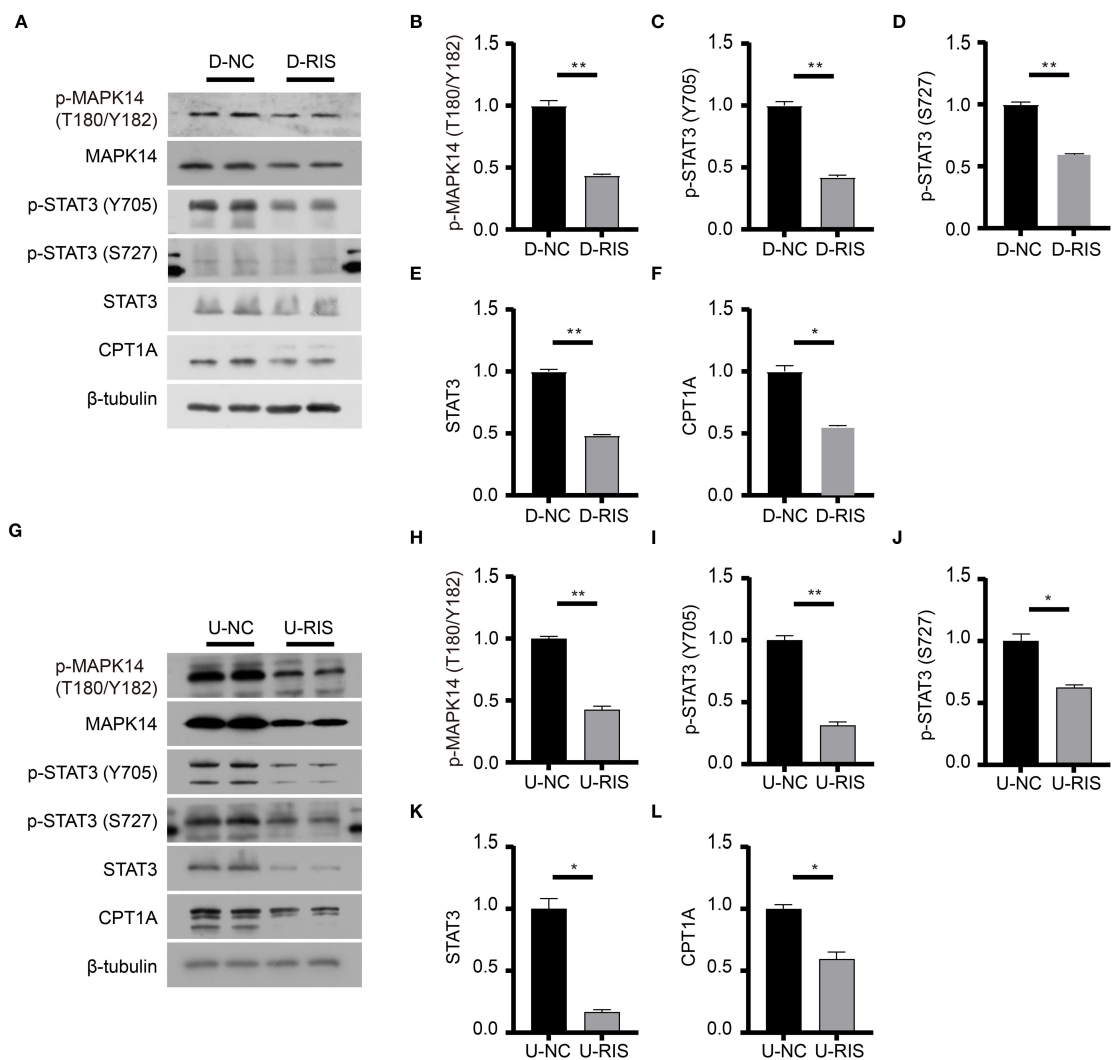
Immunoblotting analysis of effective factors in the adipocytokine signaling pathway. **(A)** Expression levels of effective factors in the adipocytokine signaling pathway in differentiated 3T3-L1 cells after treatment with DMSO or risperidone. **(B–F)** Gray degree analysis shows the expression level of effective factors in **(A)**. **(G)** Expression levels of effective factors in the adipocytokine signaling pathway in undifferentiated 3T3-L1 cells after treatment with DMSO or risperidone. **(H–L)** Gray degree analysis shows the expression level of effective factors in **(G)**. Values are expressed as the mean ± SEM (*n* = 2), *P < 0.05, **P < 0.01; ns, no significant difference; SEM, standard error of mean; D-NC, differentiated 3T3-L1 cells treated with DMSO; D-RIS, differentiated 3T3-L1 cells treated with risperidone; U-NC, undifferentiated 3T3-L1 cells treated with DMSO; U-RIS, undifferentiated 3T3-L1 treated with risperidone.

**Figure 8:**
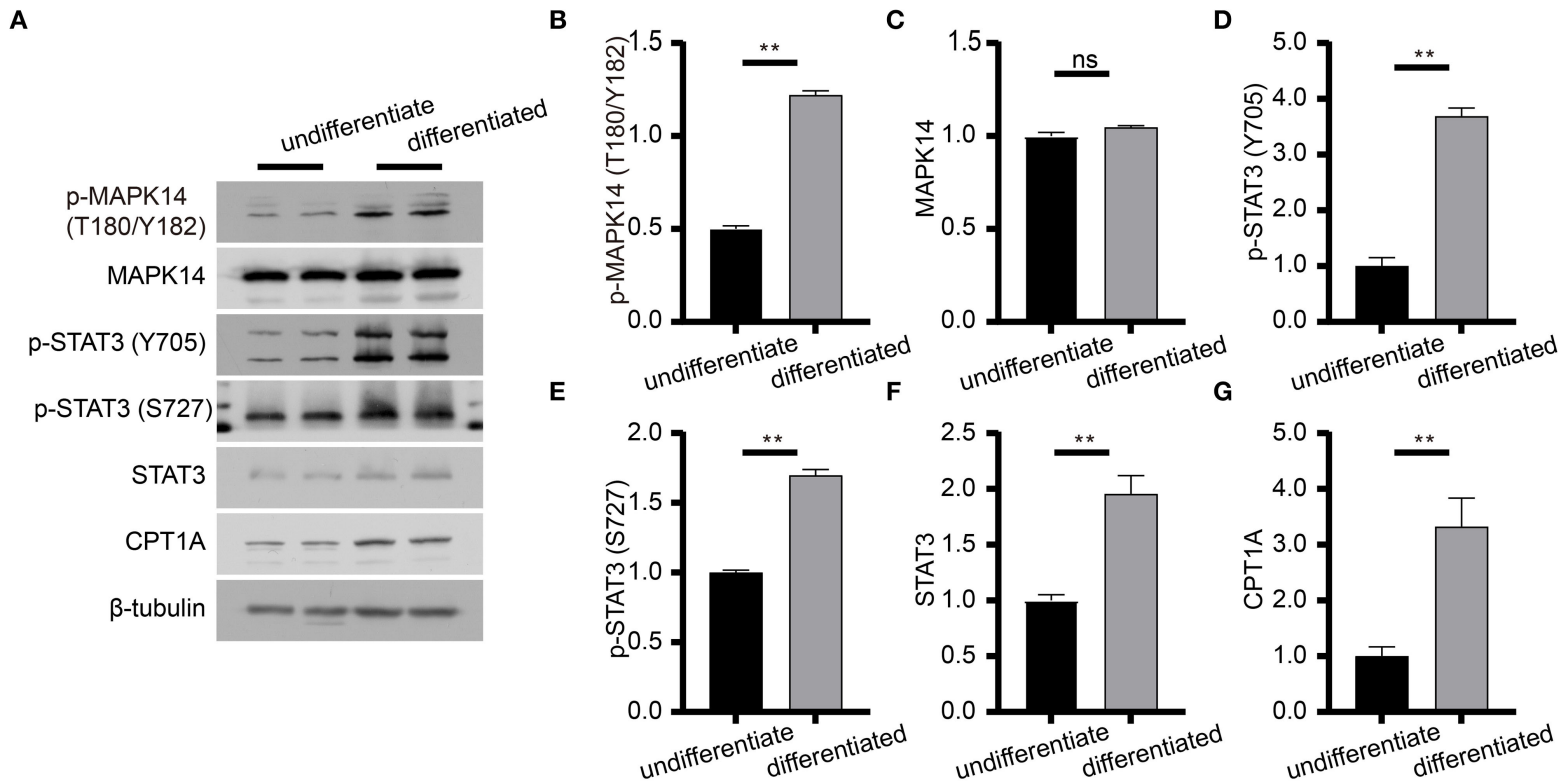
Immunoblot analysis of proteins in the adipocytokine signaling pathway. **(A)** Expression levels of effective factors in the adipocytokine signaling pathway in differentiated and undifferentiated 3T3-L1 cells. **(B–G)** Gray degree analysis shows the expression level of effective factors in **(A)**. Values are expressed as the mean ± SEM (*n* = 2), **P < 0.01; ns, no significant difference; SEM, standard error of mean.

## Discussion

To the best of our knowledge, we are the first to discover the mechanisms of risperidone-induced lipid accumulation using multiple crossover analyses, including network pharmacology, transcriptomics, and disease databases. Furthermore, we validated the candidate pathway and the adipocytokine signaling pathway and established a series of binding models by molecular docking to elucidate the mechanisms of risperidone-induced weight gain.

In our study, risperidone directly promoted adipocyte differentiation and lipid accumulation in both 3T3-L1 cells and AMSCs. Furthermore, the mRNA expression levels of *Apn, Rac1*, and *Fasn* were upregulated, while *Pparg* was not significantly changed. These cellular results indicate that risperidone treatment may directly affect adipose tissue independent of the central nervous system and food intake, which is consistent with previous studies (25, 27). The lack of significant upregulation of the mRNA expression levels of *Pparg* may be the result of feedback regulation, as increased Pparg protein expression was observed after risperidone treatment (Supplementary Figures 3A,B). Through network pharmacology analysis, we identified risperidone binding targets and found that these proteins have important biological functions, such as metabolic processes and responses to stimuli. In addition, these targets were involved in the PPAR signaling pathway and adipocytokine signaling pathway, which modulate multiple biological processes within cells, including lipid and glucose metabolism and energy balance (35). The above results suggested that risperidone may affect adipogenesis and adipocyte differentiation through the PPAR signaling pathway and adipocytokine signaling pathway.

After transcriptomic analysis, risperidone affected the transcription of related genes in the adipocytokine signaling pathways, as predicted by network pharmacology analysis. Among the downregulated genes, *STAT3* and *CPT1A* are closely associated with β-oxidation of long-chain fatty acids (36, 37), indicating that risperidone inhibits lipolysis. Furthermore, an inactive adipocytokine signaling pathway was associated with insulin resistance, increased food intake, and reduced energy expenditure, which may explain risperidone-induced weight gain due to hyperphagia (21).

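In the transcriptome, Stat3 (NCBI Gene 20848) fell from 60.6 ± 0.410 to 43.2 ± 1.25 FPKM (SD, n = 2 libraries), a log2 fold change of -0.40 (standard error 0.0473, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cpt1a (NCBI Gene 12894) fell from 82.7 ± 5.23 to 49.5 ± 1.86 FPKM, a log2 fold change of -0.64 (standard error 0.0554, adjusted p = 2.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the values lay between -0.44 and -0.36 for Stat3 and between -0.71 and -0.57 for Cpt1a. Of 22 tested genes of fatty acid β-oxidation, 4 were higher and 4 lower at an adjusted p under 0.05, and besides Cpt1a the largest changes were those of Etfb (-0.63) and Slc25a20 (-0.61). The median of the 22 genes was 0.00 and their mean -0.05, and after rescaling to TPM the median was -0.24, close to that of all genes. The direction of limma's camera test was downward, with an adjusted p of 0.676 after Benjamini-Hochberg adjustment. Limma's fry test was downward too, with an adjusted p of 0.0376 after Benjamini-Hochberg adjustment. Above 0 were 11 of the 22 genes, and 4 of them with limma on log2(FPKM + 1), which also lowered the median of all genes. The share of genes at an unadjusted p under 0.05 was 36.4% in this list and 67.6% among the other tested genes (Fisher's exact test, two-sided, adjusted p = 0.0838), and without risperidone replicate 2 the adjusted p of Fisher's exact test was 0.0410. Of 17 adipocyte markers, 9 had at most 10 counts in every library, Adipoq and Cebpa among them. The libraries therefore do not show that these changes are those of mature adipocytes. A list of 12 lipolysis genes had 4 members above the limit of a mean of 1 FPKM, too few for a set test. Of these, Lipe, the hormone-sensitive lipase, fell from 7.55 ± 0.460 to 3.21 ± 0.0495 FPKM (log2 fold change -1.12), and Fabp4 from 149 ± 27.3 to 65.3 ± 8.25 FPKM (-1.09). Pnpla2 rose from 56.6 ± 2.43 to 62.1 ± 0.997 FPKM (0.23), a change that rescaling to TPM brought to -0.01, and Abhd5 did not differ (-0.06, adjusted p = 0.316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although it was lower at an adjusted p of 0.0308 with limma on log2(FPKM + 1). From the decrease of STAT3 and CPT1A, which it links to the β-oxidation of long-chain fatty acids, the paper infers that risperidone inhibits lipolysis.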

We analyzed the top 3 proteins (AKT2, STAT3, and IKBKB) in lipid metabolism from the protein-protein interaction and KEGG enrichment analyses and the top 5 proteins (MAPK8, MDM2, MMP2, GSK3B, and CASP3) in intersection analysis with tight junctions (Supplementary Figure 4). In the KEGG analysis, MAPK8, AKT2, STAT3, and IKBKB were enriched in the adipocytokine signaling pathway, located downstream of the leptin receptor, and strongly related to adipocyte volume and number. Other proteins from these two analyses were shown to be in pathways related to glycolipid metabolism as well as endocrine regulation, which are closely associated with lipogenesis, indicating that proteins have a synergistic effect on lipid accumulation to a certain extent. Synergy among these proteins has also been supported. For example, GSK3β expression promotes ESCC cell progression through STAT3 (38), and GSK3β inhibition could block STAT3 signaling, reducing pro-inflammatory responses (39). STAT3 activation could lead to MMP2 expression through MAPK8, affecting cell migration and viability (40, 41). In addition, the stability of crucial factors in regulatory pathways may affect signal transduction. IKBKB could promote the stability of MDM2 (42), which can interact with MAPSK3 to promote STAT3 degradation (43). In conclusion, the proteins we screened have critical functions in cellular biological processes and lipid metabolism and may modulate the adipocytokine signaling pathway in a synergistic mode.

The β-oxidation of long-chain fatty acids is the main source of cellular energy and occurs in both mitochondria and peroxisomes (44). Mitochondria catalyze the β-oxidation of the bulk of short-, medium-, and long-chain fatty acids derived from diet, and this pathway constitutes the major process by which fatty acids are oxidized to generate energy. CPT1A acts as a catalytic enzyme by catalyzing the acyl transfer of long-chain fatty acid-CoA conjugations onto carnitine, which is required for mitochondrial uptake of long-chain fatty acids and subsequent β-oxidation in mitochondria (45). STAT3 is a nuclear transcription factor that is phosphorylated and activated by JAK2 (tyrosine-protein kinase JAK2) to form an activated homologous dimer that enters the nucleus to activate CPT1A transcription. Furthermore, STAT3 is required for leptin signaling transduction and activation (46). Our immunoblotting results showed that risperidone decreased STAT3 and CPT1A expression as well as their phosphorylation levels in differentiated and undifferentiated 3T3-L1 cells, which was not an indirect result of risperidone-induced cell differentiation (Figures 7A,H). These results suggest that risperidone can specifically inhibit the STAT3-CPT1A axis.

Our intersection analysis (Figure 4A) indicated that MAPK8, AKT2, RXRA, and RXRB were high-confidence candidates that also belong to the adipocytokine signaling pathway upstream of STAT3. In addition, MAPK14 is an upstream protein of the STAT3-CPT1A signaling pathway among the top 10 targets with the highest *Z*-score predicted by network pharmacology. Through molecular docking analyses (Figure 5) and immunoblotting validation (Figures 6, 7), it was concluded that risperidone inhibited MAPK14 and STAT3 phosphorylation and their downstream protein CPT1A by downregulating MAPK14, MAPK8, RXRA, and RXRB, thereby inhibiting the β-oxidation of fatty acids. It has been reported that MAPK14 is negatively correlated with lipid accumulation from MAPK14 knockout mice with increased peripheral fat (47). RXRA and RXRB, members of the RXR family, can be activated by sterols and are involved in a series of biological processes in cells, such as cell differentiation and fatty acid oxidation (48, 49). PPARs are members of the nuclear hormone receptor superfamily and have been implicated in the regulation of lipid metabolism and adipocyte differentiation (35). To bind DNA and activate transcription, PPARs must form heterodimers with RXR (50). Furthermore, PPARA could induce CPT1A expression using a PPARA agonist (51, 52) or fasting, which may explain why risperidone induces lipogenesis. Taken together, risperidone promotes lipid accumulation by inhibiting fatty acid β-oxidation.

There were several limitations in our study. First, we may have missed some of the predicted targets due to insufficient databases of protein structures. Moreover, our results demonstrated that MAPK8, RXRA, RXRB, and AKT2 were high-confidence candidates and played important roles in the β-oxidation of long-chain fatty acids. However, given that drug-target binding does not necessarily lead to changes in target expression, our screening criteria may be too stringent; thus, other targets may be overlooked. In the future, we should not only consider the intersection of these four targets but also pay attention to the 73 targets that are associated with obesity but do not change their expression levels.

In summary, the adipocytokine signaling pathway, as a novel signaling pathway, plays an important role in risperidone-induced lipogenesis. In addition, these findings could provide a more comprehensive understanding of the action of risperidone and a new administration strategy for risperidone-induced weight gain.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198053.

## Author Contributions

W-DL and SL were responsible for the study concept and design, drafting of the manuscript, and study supervision. YF performed the experiments and prepared the initial draft of the manuscript. KY, YH, and YZ performed the experiments. All authors have contributed to and approved the final manuscript.

## Funding

This study was supported by the National Natural Science Foundation of China (92046014, 81801323), Beijing-Tianjin-Hebei Jointed Research Program (19JCZDJC64700), and National Key R&D Program of China (2017YFC1001900).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Deciphering Risperidone-Induced Lipogenesis by Network Pharmacology and Molecular Validation
**Source:** Front Psychiatry. 2022 Apr 18;13:870742. doi: 10.3389/fpsyt.2022.870742
**Supplement:** Supplementary file 1

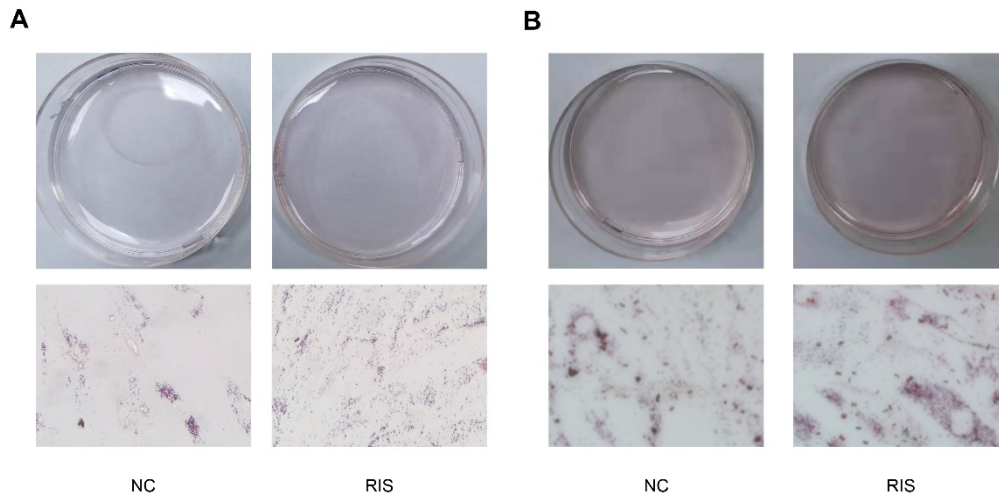

**Figure S1 Risperidone promotes lipid accumulation and differentiation in AMSC.** Oil red-O staining of **(A)** Undifferentiated AMSC and **(B)** differentiated AMSC treated by DMSO or risperidone (100  $\mu$ M).

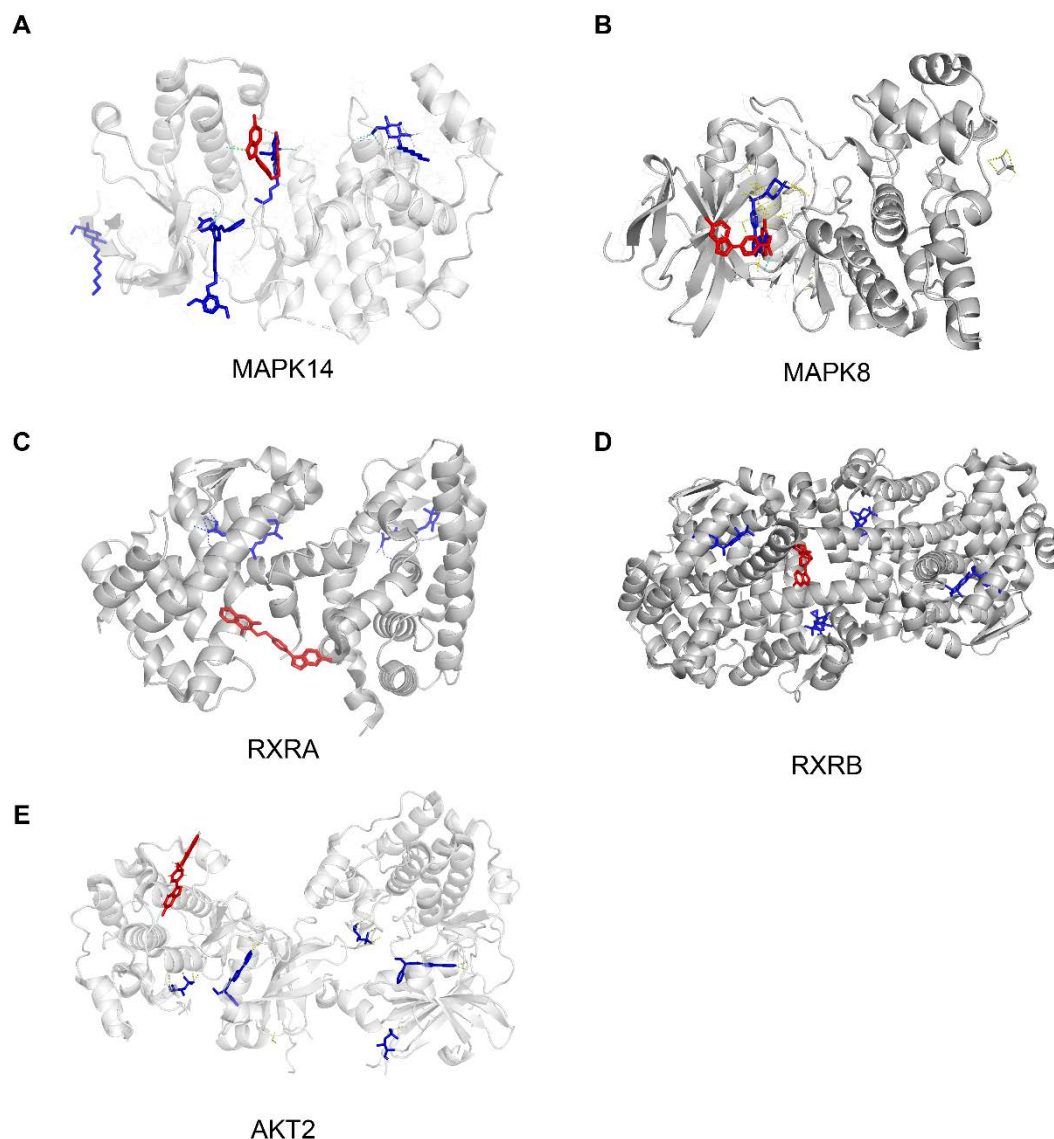

**Figure S2 Docking comparisons between risperidone and ligand of the crystal targets.** (A) Ligand of MAPK14: Octyl beta-D-glucopyranoside (PCCID: 62852). (B) Ligand of MAPK8: 4-Phenyl-7-azaindoles (PCCID: 354254). (C) Ligand of RXRA: 3-(5-(3,5-Bis(trifluoromethyl)phenyl)-4-phenyloxazol-2-yl) propanoic acid (PCCID: 155491000). (D) Ligand of: 6-(1-(3,5,5,8,8-Pentamethyl-5,6,7,8-tetrahydronaphthalen-2-yl) cyclopropyl) nicotinic acid (PCCID: 3922). (E) Ligand of: N-[(1s)-2-Amino-1-Phenylethyl]-5-(1h-Pyrrolo[2,3-B] pyridin-4-Yl) thiophene-2-Carboxamide (PCCID: 24963048). Ligands were shown as blue sticks, risperidone was shown as red sticks.

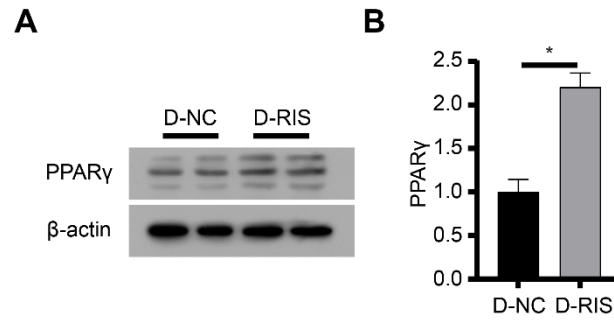

**Figure S3 Risperidone promotes the expression of PPARG in differentiated 3T3L1.** (A) Expression level of PPARG in differentiated 3T3-L1. (B) Gray degree analysis show the expression level of effective factors in (A). Values are expressed as the mean  $\pm$  SEM (n=2), \* $P < 0.05$ . SEM: Standard Error of Mean. D-NC: differentiated 3T3-L1 treated with DMSO. D-RIS: differentiated 3T3-L1 treated with Risperidone.

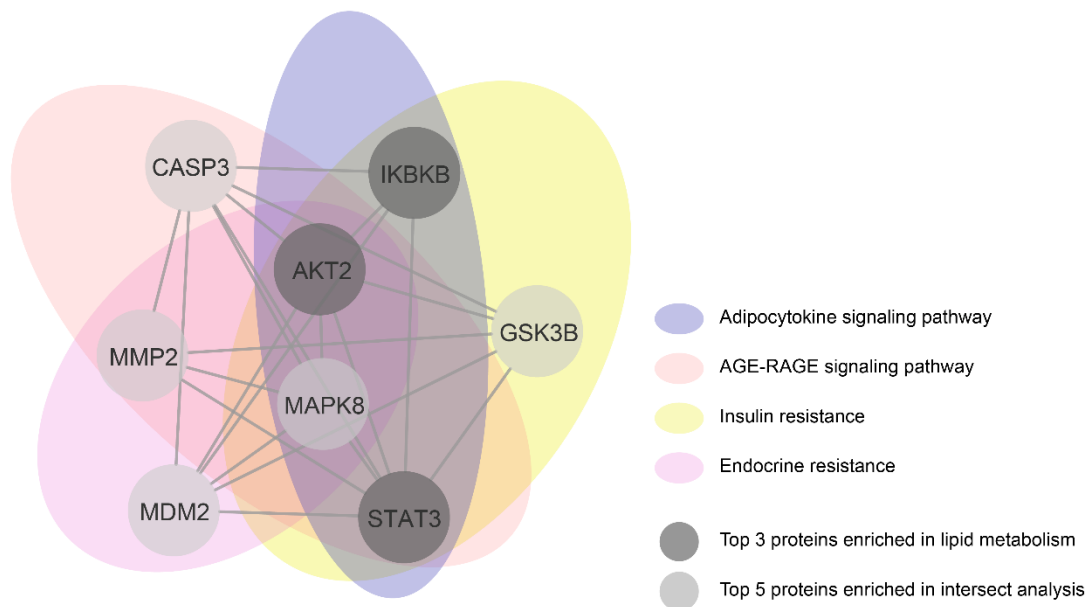

**Figure S4 Protein-Protein Interaction analysis of the top three proteins involved in metabolic and lipid beta-oxidation related genes and top five proteins in obesity-related genes.**

# Supplementary material for: Deciphering Risperidone-Induced Lipogenesis by Network Pharmacology and Molecular Validation
**Source:** Front Psychiatry. 2022 Apr 18;13:870742. doi: 10.3389/fpsyt.2022.870742
**Supplement:** Supplementary file 2

**Table S1 236 predicted targets by network pharmacology analysis**

How the deposited data were processed for this re-analysis (not part of the article)

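The data are mRNA sequencing of differentiated 3T3-L1 mouse cells treated for 48 h with DMSO or with 100 μM risperidone, in 2 libraries per treatment. Per the authors' methods, each library was made from RNA pooled from 3 cultures and sequenced on MGISEQ-2000, and reads with adaptors, poly-N stretches or low quality were removed. The sample labels name the control as untreated, the tissue as embryonic and an extraction from retina. The paper names DMSO as the control, calls 3T3-L1 cells embryonic fibroblasts and does not mention retina. The paper's description was followed.

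The deposited table lists 16051 genes by NCBI Gene identifier, with an estimated count, FPKM and TPM for each library. The FPKM values were computed by the authors, as deposited, from the mapped reads on their DC.TOM platform. The estimated counts (expected counts) are those the authors obtained from the mapped reads, as deposited, without further normalization, and are exactly whole for 91.2% to 91.7% of the values of a library with zeros counted, and for 90.1% to 90.4% of the values above 0. The TPM values are as deposited by the authors, scaled to the same sum in each library. The aligner, the counting tool, their versions, the genome build, the annotation and the test for differential expression are not stated in the paper's text or its supplement.

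The libraries hold 16374119 and 15883712 counts for DMSO and 16269448 and 15977936 for risperidone, on 13962, 13894, 13810 and 14657 genes. A count of 0 allows up to 3 counts, which is 0.183, 0.189, 0.184 and 0.188 CPM. Between replicates, the chi-square of a gene's counts exceeded the value that counting error passes in 5% of genes for 12.4% of genes with DMSO and 23.6% with risperidone, over 11322 and 11421 genes with at least 20 counts. Spearman's correlation between replicates was 0.990 and 0.978. Since the cultures were pooled, none of these values measures the spread between single cultures.

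Symbols that occurred more than once were kept apart by identifier. Counts were rounded, and genes with a mean of at least 1 FPKM over the 4 libraries, 10243 in number, were tested in R 4.3.3 with edgeR 4.0.16. TMM factors were 1.03, 1.03, 0.963 and 0.973 for the DMSO and risperidone libraries in the order above, and the biological coefficient of variation was 0.0468. The quasi-likelihood F-test compared risperidone with DMSO, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. The test set at first was limma on log2(FPKM + 1), since the paper names only FPKM.

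Named genes follow a rule with 4 parts. These are every gene that the paper names from the transcriptome, its qRT-PCR or Figure 4C, the 5 largest changes in each direction at an adjusted p under 0.05 with a mean of at least 5 FPKM and no overlap between treatments, up to 3 changed members of each gene list reported, and the 5 genes with the highest mean FPKM. Abhd5, Lpl, Dlk1, Thy1, Slc35e3 and the kidney genes named were chosen after their values were seen. The rule and these additions, apart from the kidney genes, gave 107 names, of which 103 were tested. Gene lists, 20 in number, were written from general knowledge, and the 18 lists with at least 5 tested genes were tested with camera (limma 3.58.1, inter-gene correlation 0.01), adjusted over the lists, and with Fisher's exact test, two-sided, on the share of genes at an unadjusted p under 0.05. The lipolysis list and the retina markers had too few tested genes. Lists of genes typical of kidney, liver, skeletal muscle, brain, testis and blood, of ribosomal proteins, of mitochondrial ribosomal proteins and of proteasome subunits were written after the data were seen.

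The alternatives set in advance were no filter on low values, a mean of at least 5 FPKM, a term for the replicate number, each library left out in turn, limma with pseudocounts of 0.1 and 0.5, limma after rescaling to TPM, after median ratio scaling and after quantile normalization, limma without a mean-variance trend and with trend and robust moderation, an absolute log2 fold change of at least 1, fry or an estimated correlation for the gene lists, and, for the ranking of pathway genes, the 6 or 14 highest genes in place of 10 and the mean over the DMSO libraries, TPM or median ratio scaling. The test set at first, limma on log2(FPKM + 1), was kept as an alternative. Added later were DESeq2 1.42.0, RLE size factors, library size as the only scaling, and offsets for gene length and GC content. Gene length was the effective length implied by the deposited counts and FPKM. GC content was that of the longest GENCODE transcript under a gene's symbol. The tools were tested on simulated data with 200 changed genes among 10243, where edgeR recovered 97.5% with 7 false calls, DESeq2 95.5% with 1, limma 98% with 7 and the offsets 97.5% with 10. In a second simulation with a trend with gene length between treatments, edgeR made 1443 false calls without the offsets and 18 with them. There, log2 fold changes correlated with gene length at -0.752 (Spearman, over genes), against -0.168 in the data. Both simulations changed 200 genes, where edgeR called 6590 in the data at an adjusted p under 0.05. They therefore do not size the length trend or the error rate in the data. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

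KEGG's own pathway sets were not at hand, so the enrichment of Figure 3C was not recomputed. The authors' averages over replicates were not used. The paper's qRT-PCR, immunoblots, docking and microscopy are other experiments with no deposited data. Some results for single genes are not reported.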

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

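The tests on kidney RNA, on a response of the cells, on library size or normalization and on RNA mixed in before sequencing or reads carried over from another library, the offsets for gene length and GC content, and the comparisons with separate DMSO libraries were chosen only after the results were seen, and the tissue and ribosomal lists were written after the data were seen.

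A signal that the paper does not discuss appears in a set of genes, among them G6pc and Ace, which the paper names. In risperidone replicate 2, 337 genes had at least 10 counts and at least 5 times the count of every other library, against 1, 1 and 0 such genes in DMSO replicate 1, DMSO replicate 2 and risperidone replicate 1. Many of them are genes typical of kidney. In the order DMSO 1, DMSO 2, risperidone 1 and risperidone 2, the counts were 70, 32, 35 and 3851 for Gpx3, 5, 3, 3 and 681 for Slc34a1, 5, 2, 5 and 385 for Umod, 9, 0, 3 and 342 for Pck1, 2, 2, 3 and 280 for Miox, and 1, 0, 1 and 237 for Cyp2e1. These genes were named after their values were seen. Of the 23 genes in a list of kidney genes written once the signal had been noticed, 20 rose in this way, 5 of them with at least 10 counts in a DMSO library as well, with median counts over the list of 4, 2, 3 and 173.

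The tables argue against a response of the cells shared by both risperidone libraries, because 0 of the 35 further kidney genes that reached 10 counts in any library had at least 10 counts and 2 times the counts of both DMSO libraries in risperidone replicate 1. There, 8 of the 35 were above and 8 below both DMSO libraries, while all 35 were above both in risperidone replicate 2. Ass1 (54, 54, 89 and 513 counts), Dpep1 (272, 262, 422 and 435) and Egf (21, 24, 35 and 213) had at least 10 counts and were higher by less in risperidone replicate 1, and for these a response of the cells stays open as a part. A change in the cultures of risperidone replicate 2 alone was not tested. They argue against library size or normalization, since 7.32% of the 41 liver, muscle, brain and testis genes under 10 counts in the 3 other libraries reached 10 counts and 5 times every other library, all of them liver genes (Apob, Serpina1a and Hpd). By list, 3 of 14 such liver, 0 of 12 skeletal muscle, 0 of 10 brain, 0 of 5 testis and 1 of 13 blood genes rose, the last being Hba-a1. A library that was not treated with risperidone is also argued against. Of the 6660 genes called without this library, 96.9% moved in the same direction in it, but both comparisons share the DMSO libraries, which alone gives more than 50%. With separate DMSO libraries, where no change gives 50%, 96.1% of 830 genes that changed by an absolute log2 value of at least 1 between risperidone replicate 1 and DMSO replicate 1 moved in the same direction between risperidone replicate 2 and DMSO replicate 2, and 96.9% of 846 with the DMSO libraries exchanged. What the values leave open is RNA from kidney in that library. Of 46 further kidney genes that had not been looked at when they were listed, 31 reached 10 counts and 5 times every other library, against 3 of all 55 liver, muscle, brain and testis genes. Of the 40 that were under 10 counts in the 3 other libraries 72.5% rose, so kidney RNA is a candidate source of the signal. Whether such RNA was mixed in before sequencing or reads were carried over from another library cannot be told apart, because both would bring the same transcripts. The 337 genes hold 0.142% of the counts of the library.

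Of the 3287 genes called higher at an adjusted p under 0.05 in edgeR's test, 113 had risperidone replicate 1 not above both DMSO libraries, and 30 of these 3287 were among the genes raised in risperidone replicate 2 alone. None of the tested adipocytokine genes or of the 33 tested candidates of Figure 4C that were called higher was among the 113. G6pc and Ace, which the paper also names, lay under the limit of a mean of 1 FPKM and do follow the signal. In the order DMSO 1, DMSO 2, risperidone 1 and risperidone 2, G6pc had 2, 1, 3 and 127 counts. Ace had 0, 0, 3 and 25, and G6pc is itself in the list of kidney genes.

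A signal also appears in the ribosomal protein genes, which the paper does not discuss. Of 79 such genes, 78 were higher after risperidone at an adjusted p under 0.05 in edgeR's test, and all 79 had a positive log2 fold change, with a median of 0.88. The median was positive in each alternative run for this list, from 0.36 with quantile normalization to 0.97 without risperidone replicate 2, with 0.62 after rescaling to TPM. A bias in gene length and GC content is argued against as the whole cause, since offsets for both left the median at 0.66 where that of all genes was 0.01. Reads divided with near-identical copies in the authors' annotation are argued against too, because the 61 genes with whole counts in all 4 libraries had a median of 0.88. Reads from copies outside that annotation, which is not stated, would count whole, so they cannot be excluded. A response of the cells to risperidone stays open and was not tested on other data, and so does a part played by gene length.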

How the results depend on the processing

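DESeq2, RLE size factors, library size as the only scaling and the offsets for gene length and GC content were chosen only after the results were seen, while limma on log2(FPKM + 1) was the test set at first. The cause of the changes given here was not tested unless stated.

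Between the 2 directions, the numbers of changed genes stayed within 1.5 times of the main values under most alternatives. At an adjusted p under 0.05 there were 3287 higher and 3303 lower genes in edgeR's test, 2943 and 3086 without a filter, 2669 and 2732 with a mean of at least 5 FPKM, where 8052 genes were tested, and 2639 and 2653 with DESeq2. With each library left out, they lay between 2666 and 3310 for higher genes and between 2725 and 3350 for lower genes, and at an unadjusted p under 0.05 between 2909 and 3475 and between 2974 and 3517. Leaving out a library leaves 1 in its treatment, which is assumed to vary like the libraries of the other. Rescaling to TPM in limma gave 1647 higher and 5518 lower genes at an unadjusted p under 0.05 and 1536 and 5292 at an adjusted p under 0.05. Of its calls, 4821 were also called by edgeR in the same direction and 11 in the opposite one. Limma on log2(FPKM + 1) shared 5647 calls in the same direction and 1 in the opposite one. An absolute log2 fold change of at least 1 left 268 higher and 401 lower genes at an unadjusted p and 267 and 401 at an adjusted p, by construction fewer.

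Replicate numbers do not pair the libraries, since the deviations of equally numbered libraries correlated at -0.0603 over the tested genes. With a term for the replicate number, 3292 genes were higher and 3321 lower at an adjusted p under 0.05, and 6422 of all calls were shared with the model without it.

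Of the 28 adipocytokine genes, 26 changed as stated at an unadjusted p under 0.05, between 23 and 28 under the other alternatives and 25 to 26 with a library left out, and 2 with an absolute log2 fold change of at least 1. For the candidates of Figure 4C the numbers were 33, between 27 and 34, 29 to 33, and 4. Of the 10 pathway genes with the highest mean FPKM 7 were lower, and 4 of the 6 highest.

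By camera, 3 gene lists were at an adjusted p under 0.05, and each leave-one-out gave 3. No filter gave 5 lists, fry 14, and the offsets and an estimated correlation 0 each, where camera with its fixed correlation had 5 at an unadjusted p under 0.05. With the fixed correlation, the adjusted p from camera ranged between 2.6e-07 and 0.277 for oxidative phosphorylation, between 0.000172 and 0.0525 for the JAK-STAT family and between 0.000373 and 0.627 for housekeeping genes, whose direction reversed with quantile normalization (0.627). The direction of fatty acid β-oxidation reversed without a filter (adjusted p from camera 0.945). By Fisher's exact test 0 lists differed in their share of changed genes, 8 without a filter, where the genes of low abundance added to the comparison lower the share of changed genes outside the lists, 1 with the offsets (citrate cycle), and 0 to 1 with a library left out (fatty acid β-oxidation without risperidone replicate 2).

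Of the 103 named genes tested, 103 kept direction and side of the threshold with RLE size factors, 102 with the replicate term, 100 with DESeq2, 99 with the offsets, 97 without a filter, 96 with library size only, 98 to 99 with a library left out, and between 84 and 97 with the limma alternatives. With a mean of at least 5 FPKM 91 of 93 did. Rescaling to TPM, which lowers most log2 fold changes, reversed 7, namely Pck2 (-0.070), Parp1 (-0.057), Nr1h2 (-0.051), Gstm2 (-0.11), Rac1 (-0.065), Pparg (-0.061) and Pnpla2 (-0.0079). Fasn reversed with the offsets (0.018). Gapdh, which did not differ, ranged from -0.0605 to 0.036 with a library left out, with positive values without DMSO replicate 1 and without risperidone replicate 1.

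Depth sets a floor of 3 counts, or up to 0.189 CPM, so no fold change is given for Ace, which had 0 counts in both DMSO libraries.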

Differences from the paper's values

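DESeq2, library size as the only scaling and the offsets for gene length and GC content were chosen only after the results were seen, while limma on log2(FPKM + 1) was the test set at first and became an alternative once the counts were found.

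The legend of Figure 3 gives the paper's number of higher genes as 2080, where the paper's text has 2860. The paper's total of 5580 genes is the sum of its 2860 higher and 2720 lower genes, so it goes with the text and not the legend. The counts gave 3448 genes higher at an unadjusted p under 0.05, which is within 1.5 times of the paper's 2860 and not of the paper's 2080. Of the alternatives set before the data were examined, a mean of at least 5 FPKM (2808), leaving out DMSO replicate 1 (2909) or DMSO replicate 2 (2940), and limma with a pseudocount of 0.1 (2602) or 0.5 (2606), after rescaling to TPM (1647), without trend (2525) and with trend and robust moderation (2632) come within 1.5 times of 2080. No filter (3607), the replicate term (3418), leaving out risperidone replicate 1 (3267) or risperidone replicate 2 (3475), median ratio scaling (3443), quantile normalization (3374) and an absolute log2 fold change of at least 1 (268) do not. Limma on log2(FPKM + 1), the test set at first, gives 2609, and DESeq2 and library size only, both chosen after seeing the values, give 2876 and 2650, and of the paper's 28 adipocytokine genes these call 24, 26 and 25, against 26 in edgeR's test with TMM. The limma settings that come closer for the higher genes move away for the lower genes, where the paper has 2720 and edgeR's test gave 3469. There were 4213 lower genes with either other pseudocount, 5518 after rescaling to TPM, 4182 without trend, 4259 with trend and robust moderation and 4215 with limma on log2(FPKM + 1), each more than 1.5 times the paper's number. The 1647 higher genes after rescaling to TPM are also more than 1.5 times under the paper's 2860.

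The paper places MAPK14 among the 10 targets with the highest Z-score. In the supplementary table, MAPK14 holds rank 110 of 236 by Z-score, with the paper's Z-score of 0.229 against 2.00 for the tenth highest. No alternative applies to this table. The table has 130 targets with a Z-score above 0, where the paper's text has 153, so whether it holds the ranking that the paper used is not known. Of the pathway proteins that the paper screened as intersecting targets, the table lists AKT2 and has no entry for RXRA, RXRB or MAPK8.

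For Rac1 mRNA the paper's fold change is about 2.0 in Fig. 2D, read by eye from a qRT-PCR normalized to 18S rRNA, and the sequencing gave 1.13. For Fasn the paper's fold change is about 1.5 in Fig. 2D, read by eye, and the sequencing gave 0.921. No alternative set before the data were examined comes within 1.5 times for either gene, with values between 0.956 and 1.20 for Rac1 and between 0.785 and 0.955 for Fasn. The offsets, chosen after seeing the values, are the only setting in which the log2 fold change of Fasn is above 0 (0.02), and Fasn was past the threshold as higher in 0 settings. For Pparg, which the paper shows unchanged, the value was 1.09. The paper also reports Apn (Adipoq) as raised in this qRT-PCR, and in the sequencing Adipoq had 1 and 0 counts with DMSO and 1 and 1 with risperidone, at or under the floor of 3 counts, so that no fold change is given.

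The paper lists KEGG pathways as enriched among changed genes, autophagy, citrate cycle, oxidative phosphorylation and JAK-STAT signaling among them. With the lists used here, which are not KEGG's, 0 lists differed in their share of changed genes by Fisher's exact test at an adjusted p under 0.05, and 2 at an unadjusted p under 0.05. Without a filter on low values 8 did, these 4 pathways among them, and with the offsets, chosen after seeing the values, the citrate cycle did. By camera, oxidative phosphorylation and the JAK-STAT family were at an adjusted p under 0.05.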

Other observations

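The tests on a few genes taking most of the counts, on retina markers, on cells that had not become mature adipocytes, on extra copies around Mdm2 and on other splits of the libraries were chosen only after the results were seen.

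Oxidative phosphorylation transcripts were higher after risperidone as a list. Kidney RNA in risperidone replicate 2 is argued against as the cause, since camera's adjusted p without that library was 7.8e-05. Reads divided with near-identical copies in the authors' annotation are argued against as well, because the members with whole counts in all 4 libraries had a median log2 fold change of 0.21. Copies outside that annotation cannot be excluded in this way. A few genes taking most of the counts are argued against too, with a difference between treatments of 0.195 percentage points in the share of the 10 most abundant genes. A bias in gene length and GC content between libraries stays open and may explain the shift, since with offsets for both the adjusted p from camera was 0.277, within a range of 2.6e-07 to 0.277 over the alternatives with a fixed correlation, and 0.648 with the correlation estimated. Log2 fold changes correlated with gene length at -0.168 (Spearman, over genes), against -0.212 between the DMSO libraries and 0.282 between the risperidone libraries, and with the offsets at 0.006. Genes of mitochondrial ribosomal proteins had a median of 0.24 (0.08 with the offsets and -0.01 after rescaling to TPM), and proteasome subunits of 0.10 (0.02 and -0.14). A response of the cells to risperidone stays open and was not tested on other data.

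Several adipocyte markers were near 0 in all 4 libraries. Of 17 such genes, 9 had at most 10 counts in every library, among them Adipoq (1, 0, 1 and 1 counts in the order DMSO 1, DMSO 2, risperidone 1 and risperidone 2) and Cebpa (1, 3, 1 and 5), and Plin1 had 9, 14, 1 and 1. At least 1 FPKM was reached by 7, up to 217 FPKM for Lpl. Of these 7, 4 were lower and 1 higher at an adjusted p under 0.05 in edgeR's test, with Lpl (log2 fold change -0.24) and Plin4 (-0.75) among the lower. Dlk1 (1.52) and Thy1 (1.05), which are not among the 17 and were chosen after their values were seen, rose. Cells of another tissue, the retina named in the labels, are argued against, since the highest mean of a retina marker was 1.96 FPKM (Rom1). Cells that had not become mature adipocytes cannot be told apart from other causes with the 9 markers, since no library of undifferentiated or of fully differentiated cells was sequenced beside them.

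Mdm2 ranked 49 by mean FPKM, and its neighbour Slc35e3, chosen after its values were seen, had a mean of 429 FPKM, where the median of the most abundant adjacent gene over the 100 most abundant genes was 16.7 FPKM. Slc35e3 fell after risperidone with a log2 fold change of -0.84. Other genes nearby were not as abundant, with 1.11 FPKM for Cpm, which is adjacent on the other side, 15.4 for Cpsf6, 7.14 for Nup107 and 78.6 for Rap1b. An overlap of the 2 genes is argued against, as they share 0 bases in the RefSeq annotation. Extra copies of the region around Mdm2 in these cells cannot be told apart from other causes, since 6 of the 100 most abundant genes had an adjacent gene at least as abundant, genes nearby were low as well as high, and no DNA was sequenced. No biological explanation was tested.

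Other splits of the 4 libraries into 2 pairs cannot exclude chance for the number of genes at an adjusted p under 0.05, as the real split was the only 1 of 3 with as many genes, and 3 splits give no smaller share.

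Of the proteins that the paper measured by immunoblot after docking, RXRB was lower after risperidone, whereas Rxrb mRNA was higher (log2 fold change 0.58). For MAPK14, MAPK8 and RXRA, lower in the immunoblots, the mRNA was lower too (-0.51, -0.36 and -0.50), and for AKT2, higher in the immunoblots, Akt2 mRNA was higher (0.40). In the genes of the paper's qRT-PCR, Rac1 mRNA rose from 160 ± 8.36 to 169 ± 12.8 FPKM (SD, n = 2 libraries, log2 fold change 0.18, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its libraries overlapped between the treatments. Rac1 was past the threshold in 7 of 19 alternatives and not in the other 12. These 12 were no filter (adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), library size only (0.254), without DMSO replicate 1 (0.191), without risperidone replicate 1 (0.142) and all 8 limma settings, and it was below 0 after rescaling to TPM. Pparg (0.12) and Fasn (-0.12) were not past the threshold (adjusted p = 0.194 and 0.0703 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pparg was higher in 1 of 19 alternatives, limma with quantile normalization (0.21, adjusted p = 0.0261), and below 0 after rescaling to TPM. Fasn was lower in 9 of 19 alternatives, with adjusted p values from edgeR or limma between 0.00224 and 0.0438. These were a mean of at least 5 FPKM, without risperidone replicate 2 (-0.17, adjusted p = 0.00962 from edgeR), library size only, and limma on log2(FPKM + 1), with either other pseudocount, after rescaling to TPM, without trend and with trend and robust moderation.

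The remaining gene lists were not past camera's threshold in the main analysis. Their medians and adjusted p values from camera were 0.28 and 0.208 for cholesterol synthesis, 0.15 and 0.168 for lysosome, 0.15 and 0.208 for retinoid X receptors and their partners, 0.00 and 0.208 for ATF4 and the unfolded protein response, -0.24 and 0.208 for adipocyte markers, -0.51 and 0.370 for interferon response, 0.05 and 0.370 for extracellular matrix, 0.03 and 0.444 for p53 targets, 0.21 and 0.543 for cell cycle, and -0.36 and 0.543 for the docking targets, from limma's camera test with Benjamini-Hochberg adjustment. Cholesterol synthesis was shifted upward past the threshold in 7 of the 19 alternatives, with an adjusted p from camera of 0.0466 with limma on log2(FPKM + 1), the test set at first, 0.0191 without a filter and 0.0189 after quantile normalization, and also with either other pseudocount, without trend and with trend and robust moderation. Lysosome was past it without a filter (adjusted p = 0.0247 from camera). None of the remaining lists was past camera's threshold in any other of these alternatives.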
